# Formation of spermatogonia and fertile oocytes in golden hamsters requires piRNAs

**DOI:** 10.1038/s41556-021-00746-2

**Published:** 2021-09-06

**Authors:** Zuzana Loubalova, Helena Fulka, Filip Horvat, Josef Pasulka, Radek Malik, Michiko Hirose, Atsuo Ogura, Petr Svoboda

**Keywords:** Piwi RNAs, Spermatogenesis, Oogenesis

## Abstract

PIWI-interacting RNAs (piRNAs) support the germline by suppressing retrotransposons. Studies of the pathway in mice have strongly shaped the view that mammalian piRNAs are essential for male but not for female fertility. Here, we report that the role of the piRNA pathway substantially differs in golden hamsters (*Mesocricetus auratus*), the piRNA pathway setup of which more closely resembles that of other mammals, including humans. The loss of the *Mov10l1* RNA helicase—an essential piRNA biogenesis factor—leads to striking phenotypes in both sexes. In contrast to mice, female *Mov10l1*^–/–^ hamsters are sterile because their oocytes do not sustain zygotic development. Furthermore, *Mov10l1*^–/–^ male hamsters have impaired establishment of spermatogonia accompanied by transcriptome dysregulation and an expression surge of a young retrotransposon subfamily. Our results show that the mammalian piRNA pathway has essential roles in both sexes and its adaptive nature allows it to manage emerging genomic threats and acquire new critical roles in the germline.

## Abstract (web summary)

A set of three papers reports that the piRNA pathway is essential for mammalian female fertility based on genetic perturbation experiments performed in golden hamsters.

## Main

The piRNA pathway is a key germline-specific silencing mechanism that is crucial for defending the integrity of the genome against transposable elements (reviewed previously^1,2^). Mammalian primary piRNAs originate from specific loci (piRNA clusters) as long precursor transcripts that interact with the essential and conserved helicase MOV10L1, which feeds precursor transcripts into the piRNA biogenesis mechanism^3–5^. Mammalian piRNAs fall into the following four categories: (1) 26–28-nucleotide retrotransposon-derived piRNAs produced mainly in fetal testes; (2) 26–27-nucleotide postnatal piRNAs from non-repetitive sequences including the 3′ ends of mRNAs; (3) 29–30-nucleotide mostly non-repetitive highly abundant pachytene piRNAs produced from ~100 loci in spermatocytes and spermatids; and (4) oocyte-specific 19–20-nucleotide piRNAs that are enriched in antisense sequences of recently evolved transposable elements^6–11^. Mature piRNAs associate with the PIWI subfamily of Argonaute proteins^12^. Mice (*Mus musculus*), the leading mammalian model for the piRNA pathway, use three PIWI proteins—PIWIL1, PIWIL2 and PIWIL4 (also known as MIWI, MILI and MIWI2, respectively). Loss of MOV10L1 or PIWI proteins in mice revealed specific essential roles of piRNAs in spermatogenesis but not in oogenesis^3,4,13–16^. However, it is unclear whether the dispensability of piRNAs in females is common among mammals. piRNAs target retrotransposons during mouse oogenesis^17,18^, but the maternal piRNA pathway is partially redundant with RNA interference (RNAi)^19^. High endogenous RNAi activity specifically evolved in mouse oocytes^20^ and seems to be absent in bovine and human oocytes^10,21^. Furthermore, mice lack PIWIL3, which binds to 19–20-nucleotide piRNAs in human and golden hamster oocytes and exists in many mammals, suggesting that there is a major difference between oocyte piRNA biology in mice versus other mammals^10,11,21^. However, it is unclear whether differences in the piRNA pathway set-up are associated with biologically important roles.

To delineate the conserved and derived aspects of the mammalian piRNA pathway, we selected the golden hamster (*Mesocricetus auratus*) as an optimal experimentally tractable comparative model that is amenable to genetic manipulations^22^. Despite ~24 million years of independent evolution^23^, hamsters share many anatomical and physiological features with mice, including fast zygotic genome activation, short gestation and a large litter size^24,25^. At the same time, the hamster outclassed the mouse model for specific aspects of human biology^25,26^. Crucially, in contrast to mice and similar to humans, golden hamster retained four PIWI paralogues expressed in the germline and its oocytes probably lack highly active RNAi^27^.

## Results

### Hamster piRNAs and retrotransposons

To develop the golden hamster into a model for the piRNA pathway, we first mapped the expression of the piRNA pathway components and the properties of golden hamster piRNAs (Fig. 1a–e). We focused on testicular piRNAs as there was plenty of comparative data from other mammals, particularly from extensively studied mice. Ovarian hamster piRNAs have recently been investigated^11^.

**Fig. 1:**
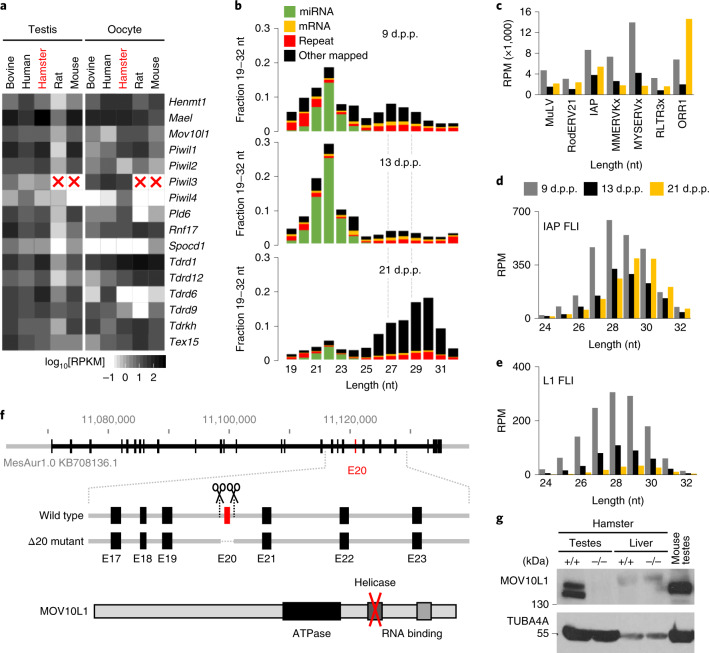
Golden hamster piRNA pathway and the *Mov10l1* knockout. **a**, The expression of piRNA pathway factors in the testes and oocytes of five mammals. Mouse and rat lack *Piwil3*. RPKM, reads per kilobase of transcript per million mapped reads. **b**, The distribution of 19–32-nucleotide-long RNAs from testes at 9, 13 and 21 d.p.p. nt, nucleotide. **c**, Testicular 24–32-nucleotide small RNAs mapping to LTR retrotransposon groups selected for low nucleotide exchange rate and high abundance of putative piRNAs (Extended Data Fig. 2a). The *y* axis displays reads per million (RPM) of 19–32-nucleotide RNAs. **d**,**e**, The distribution of 24–32-nucleotide antisense RNAs from testes at 9, 13 and 21 d.p.p. that perfectly map to FLI IAP (**d**) or L1 (**e**) insertions, respectively. The *y* axis displays the RPM of 19–32-nucleotide sequence reads. For **b**–**e**, values were calculated as the mean values of two biological replicates of wild-type testis samples (Supplementary Table 10). **f**, MOV10L1 protein organization and the knockout strategy. The CRISPR–Cas9 cleavage positions (scissors) flanking exon 20 (red rectangle; E20) are shown. **g**, Western blot analysis showing the absence of MOV10L1 in mutant adult testes. Liver and mouse testes were used as negative and positive controls, respectively, for antibody specificity. This experiment was performed once; the impact of the mutation on *Mov10l1* expression in the testes was confirmed using RNA-seq analysis (Extended Data Fig. 3c). Source data

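RNA-seq libraries were made from whole testes of *Mov10l1*+/+ and *Mov10l1*-/- hamsters at 0, 9, 13 and 21 d.p.p. and from adults, and 21 libraries were analysed. Each genotype had 2 libraries at each age, except that 3 wild-type libraries were sequenced at 9 d.p.p. The libraries of 0 and 9 d.p.p. were single-end with 75-nucleotide reads, and those of 13 d.p.p., 21 d.p.p. and adults were paired-end with 150-nucleotide reads. The adult wild-type animals were 65 and 23 weeks old and the adult *Mov10l1*-/- animals 63 and 53 weeks. Both *Mov10l1*-/- libraries of 9 d.p.p. carry the code of 1 animal. They were kept as 2 libraries, as in the paper, and their spread is not a spread between animals. The chi-square per degree of freedom of their counts was 30.3 over 15233 genes, and that of wild-type replicates 1 and 2, from different animals, 30.3. Pearson's r of log2 CPM was 0.998 for the *Mov10l1*-/- pair, the highest of any replicate pair, and 0.996 for wild-type replicates 1 and 2. These values do not settle whether the shared code is right. Animal codes start with a part that some animals share. It is called the litter code here, a meaning that the paper's text does not state. At 9 d.p.p. wild-type replicates 1 and 2 share one litter code, and the *Mov10l1*-/- animal shares another with wild-type replicate 3. At 0 d.p.p. no litter code holds both genotypes, and at 13 d.p.p. each of the litter codes holds both. Litter code and genotype therefore cannot be told apart in the libraries of 0 d.p.p., nor among wild-type replicates 1 and 2 and the *Mov10l1*-/- libraries of 9 d.p.p.

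The authors aligned the reads to the golden hamster genome MesAur1.0 with STAR and counted them over the exons of Ensembl genes with featureCounts. Reads that mapped to several places or overlapped several genes added a fraction to each, so genes with near-identical copies share reads. The deposited values are these estimated counts, not normalized. At 0 d.p.p. the library totals were 20210612 and 48518947 counts in the wild type and 44587268 and 47672066 in the knockout. At 9 d.p.p. the wild-type totals ranged from 56754151 to 77527451 with a median of 62677309, and the *Mov10l1*-/- totals were 65723978 and 71178944. Totals were lowest at 13 d.p.p., with 3550217 and 9278866 in the wild type and 14276555 and 34386210 in the knockout. At 21 d.p.p. they were 6549436 and 20656904 against 25514980 and 39587799, and in adults 21642009 and 38013001 against 34049107 and 40918552. Counts were rounded to whole numbers and scaled by edgeR's TMM method, and genotypes were compared within each age by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes that passed edgeR's filter on low counts. An adjusted p below 0.01, the paper's threshold, was used to call a gene. Expression is given as CPM, computed with TMM-normalized library totals. Standard errors printed with edgeR's log2 fold changes were worked back from its test, as the fold change divided by the square root of F. They can understate the error where a group holds few counts.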

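*Mov10l1* (ENSMAUG00000003667, scaffold KB708136.1 of MesAur1.0 from 11073749 to 11134091 on the plus strand) was lower in every *Mov10l1*-/- library than in every wild-type library of its age. At 0 d.p.p. it was at 126 and 73.2 CPM in the wild type and 15.7 and 15.0 CPM in the knockout, a log2 fold change of -2.70 (standard error 0.208, adjusted p = 5.4e-05) in edgeR's quasi-likelihood test. At 9 d.p.p. wild-type replicates 1 and 2 were at 34.3 and 37.3 CPM and the *Mov10l1*-/- libraries at 1.46 and 1.49 CPM, with a log2 fold change of -4.61 (standard error 0.101, adjusted p = 1.4e-06). Wild-type replicate 3 was lower than the other wild-type libraries of that age, at 19.4 CPM. Over all 5 libraries the log2 fold change was -4.36 (standard error 0.316, adjusted p = 0.00177). At 13 d.p.p. the wild-type libraries held 54.9 and 107 CPM and the knockout libraries 1.55 and 0.183 CPM. That log2 fold change of -6.77 (standard error 0.863, adjusted p = 0.0154) did not pass the threshold. With the replicate number, which marks the litter code at this age, as a block, it was -6.87 (standard error 0.496, adjusted p = 5.1e-40) and passed, in an alternative chosen after the data were seen that takes the spread of a gene from all genes. At 21 d.p.p. the knockout libraries held 0.101 and 0.113 CPM against 124 and 115 CPM in the wild type, a log2 fold change of -10.02 (standard error 0.284, adjusted p = 4.9e-06). These knockout values are 2 and 5 counts, so the size of that fold change is less certain than its standard error. In adults it was at 43.4 and 49.4 CPM in the wild type and 1.58 and 1.75 CPM in the knockout, a log2 fold change of -4.79 (standard error 0.168, adjusted p = 4.6e-07). The paper's text does not name the age that it plotted.

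**Figure D1:**
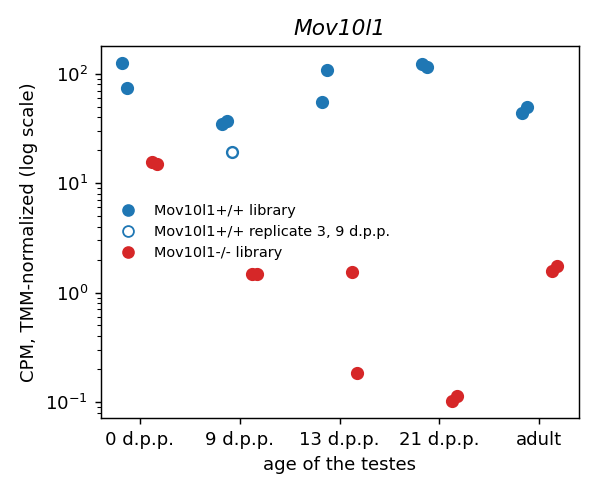
CPM of *Mov10l1* on a log scale in each testis library by age, with wild-type libraries in blue and *Mov10l1*-/- libraries in red. The open circle is wild-type replicate 3 of 9 d.p.p. at 19.4 CPM, between the other wild-type libraries and the knockout libraries.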

We examined testicular piRNAs at 9 days postpartum (d.p.p.) when spermatogonia form; at 13 d.p.p. when testes contain spermatogonia but not meiotic spermatocytes; and at 21 d.p.p. when meiosis in primary spermatocytes reaches the pachytene stage^28^ (Extended Data Fig. 1a–c and Supplementary Tables 1–3). Pre-pachytene piRNAs were broadly dispersed at a relatively low density in intergenic and genic regions, while most pachytene piRNAs mapped to ~100 loci, many of which were syntenic with mouse, cow and human testicular piRNA loci. Unique and repetitive 27–29-nucleotide pre-pachytene piRNAs and highly abundant non-repetitive 29–30-nucleotide pachytene piRNAs had typical mammalian piRNA features, including the presence of uridine at the 5′ end (Fig. 1b and Extended Data Fig. 1d,e). Notably, sequence analysis of 29-nucleotide pre-pachytene piRNAs revealed an increased frequency of adenosine at nucleotide 10 (Extended Data Fig. 1e), which is a signature of the ‘ping pong’ mechanism that generates secondary piRNAs^2^. Together, hamster postnatal testicular piRNAs shared features with those of other mammals.

As piRNAs provide an adaptive defence against transposable elements, we investigated which golden hamster retrotransposons are the main targets of the piRNA pathway. Using an improved golden hamster genome assembly^11^, we determined the entire complement of hamster retrotransposons, identified potentially active retrotransposon subfamilies and estimated the abundances of retrotransposon-derived piRNAs. An analysis of mutation rates of long terminal repeat (LTR) retrotransposons in hamster and mouse genomes revealed divergent evolutionary paths of specific subfamilies (Supplementary Text, Extended Data Fig. 2 and Supplementary Data 1–3). We observed that the ERVK class, exemplified by rodent-specific intracisternal A particle (IAP) and MYSERV retrotransposons, expanded during the evolution of the hamster (Supplementary Data 1 and Extended Data Fig. 2a). Notably, MYSERV and IAP-derived piRNAs were also the most abundant piRNAs targeting autonomous transposable elements (Fig. 1c and Extended Data Fig. 2a). In contrast to MYSERV retrotransposons, IAPs are well characterized transposable elements that evolved from a retrovirus in the common ancestor of hamsters and mice^29,30^. Thousands IAP insertions can be identified in mouse and hamster genomes, but only a small fraction are full-length intact (FLI, hereafter denoted as intact) insertions, possibly supporting retrotransposition. In the golden hamster genome, we identified 110 intact IAP insertions, classified as the IAPLTR3/4 subgroup (Supplementary Data 4), whereas a different subgroup (IAPE) is mobile in mice^31^ (Extended Data Fig. 2c). Interestingly, piRNAs antisense to intact IAPs were abundant at all three of the tested time points (Fig. 1d). In contrast to the ERVK class, there was no notable recent expansion among hamster’s autonomous elements from the ERVL class (Supplementary Data 2 and Extended Data Fig. 2a); this class underwent substantial expansion in mice with a major impact on gene expression in oocytes and zygotes^27^.

The most relevant non-LTR retrotransposon is the long interspersed nuclear element L1, the most successful autonomous transposable element invading mammalian genomes^32^. L1 analysis revealed 110 intact L1 elements from the Lx5/6 subfamily (Supplementary Data 5), which is comparable to the 146 intact L1 elements in the human genome but much smaller than the 2,811 intact L1 elements in the mouse genome^33^, which come from a different L1 subfamily (Extended Data Fig. 2d). Analysis of piRNA sequences suggested that hamster intact L1s are most targeted by pre-pachytene antisense piRNAs (Fig. 1e).

### Sterile phenotype of *Mov10l1*^–/–^ females

To examine how the biological significance of the hamster piRNA pathway compares with that of the mouse, we knocked-out *Mov10l1* by deleting exon 20, which encodes the helicase domain (Fig. 1f and Extended Data Fig. 3), generating a deletion analogous to one studied in mice^3^. Western blot analysis showed the lack of MOV10L1 in *Mov10l1*^–/–^ testes (Fig. 1g). Heterozygotes were fertile and segregation of genotypes did not deviate significantly from the Mendelian ratio but homozygotes of both sexes were sterile (Supplementary Table 4). Male *Mov10l1*^–/–^ sterility could be expected, but female *Mov10l1*^–/–^ sterility was surprising given the normal fertility of female *Mov10l1*^–/–^ mice^3,4^.

We first determined the basis of *Mov10l1*^–/–^ female sterility. *Mov10l1*^–/–^ ovaries appeared to be histologically normal, suggesting that mutant oocytes enter the first meiotic block and develop to preovulatory oocytes in the antral follicles (Fig. 2a). *Mov10l1*^–/–^ oocytes ovulated and matured in vivo into apparently normal metaphase II (MII) oocytes (Fig. 2b,c). However, zygotes from *Mov10l1*^–/–^ females did not develop beyond the two-cell stage (Fig. 2d-f), a stage during which the major zygotic activation occurs^24^. As the breeding of heterozygotes yielded a Mendelian frequency of *Mov10l1*^–/–^ progeny (Supplementary Table 4), this implied a maternal effect phenotype whereby *Mov10l1*^–/–^ oocytes retain meiotic competence but lack the ability to support development irrespective of the genotype of the zygote.

**Fig. 2:**
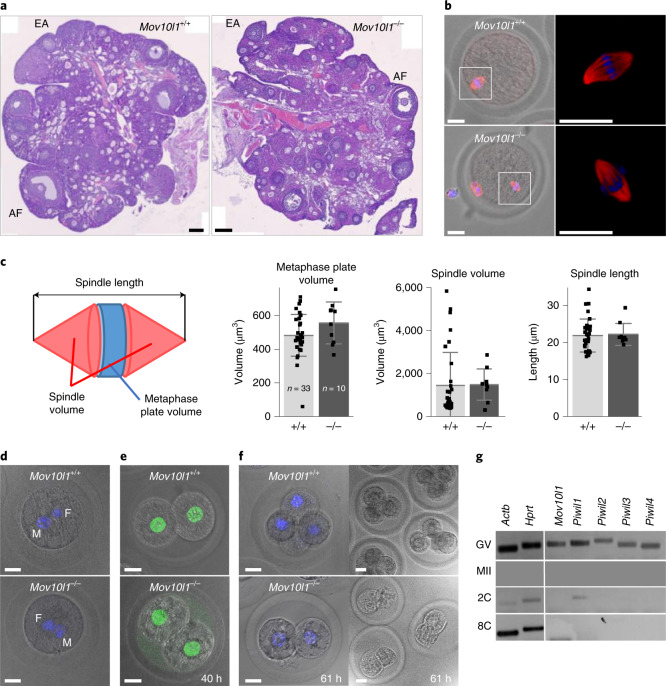
Female *Mov10l1*^–/–^ phenotype. **a**, Haematoxylin and eosin (H&E) staining of ovarian sections. Antral follicles (AF) and early antral follicles (EA) indicate normal follicular development. The ovaries of four *Mov10l1*^–/–^ and two *Mov10l1*^+/+^ female hamsters were analysed and representative images are shown. Scale bars, 200 μm. **b**,**c**, Mutant oocytes mature to the MII stage with a normal spindle 17 h after injection of human chorionic gonadotropin (hCG) (red, tubulin; blue, DNA (4,6-diamidino-2-phenylindole (DAPI))). Images of spindles are shown (**b**) and quantitatively analysed (**c**). **c**, Quantitative analysis of MII spindle traits. The spindle length, spindle volume (tubulin staining signal) and metaphase plate volume (DAPI signal) of MII eggs (isolated 17 h after hCG injection) were quantified using three-dimensional spindle reconstruction from confocal optical sections. Data are mean ± s.d. from 33 *Mov10l1*^+/+^ and 10 *Mov10l1*^–/–^ eggs. **d**, *Mov10l1*^–/–^ eggs can be fertilized and form one-cell zygotes. Bright-field confocal images are overlaid with DNA staining by DAPI. Larger male (M) and a smaller female (F) pronuclei are shown. **e**, *Mov10l1*^–/–^ eggs give rise to two-cell zygotes 40 h after mating. Bright-field confocal images are overlaid with H3K9me3 staining (green) showing that two-cell zygotes from *Mov10l1*^–/–^ eggs have no major heterochromatin defect. **f**, Fertilized *Mov10l1*^–/–^ eggs do not develop beyond two-cell zygotes. Zygotes were isolated 61 h after mating. Representative bright-field confocal images overlaid with DNA staining by DAPI are shown. Mating and zygote isolation at 40 h or 61 h after mating was performed twice with the same results. For **b** and **d**–**f**, scale bars, 20 μm. **g**, RT–PCR analysis of transcripts of piRNA pathway genes in oocytes and zygotes. This analysis was replicated four times for germinal vesicle-intact (GV) oocytes, twice for MII and three times for two-cell (2C) stages. Analysis of the eight-cell stage was performed once. Source data

As *Mov10l1* and *Piwil* genes are expressed maternally (Fig. 2g), we hypothesized that transcriptomes of fully grown oocytes, the final stage of ovarian oogenesis, might exhibit early signs of the loss of developmental competence. We identified 57 differentially expressed genes (DEGs) in *Mov10l1*^–/–^ oocytes (Fig. 3a, Extended Data Fig. 4a,b and Supplementary Table 5). By contrast, 1,612 DEGs were reported in *Piwil1*^–/–^ ovulated MII hamster oocytes, which also fail to support zygotic development^34^. However, maternal transcriptome remodelling may differ because piRNA populations in *Mov10l1*^–/–^ and *Piwil1*^–/–^ oocytes are affected differently. *Mov10l1*^–/–^ oocytes have a massive but incomplete loss of piRNAs (Fig. 3b–d) whereby the production of specific abundant maternal piRNAs remains even in the absence of MOV10L1 (Extended Data Fig. 4c). Furthermore, we analysed pre-ovulatory oocytes while *Piwil1*^–/–^ analysis concerned a later MII stage^35^ at which meiotic transcriptome remodelling^36^ could enhance transcriptome changes that are considered to be statistically not significant in fully grown oocytes. A direct comparison of *Mov10l1*^–/–^ and *Piwil1*^–/–^ data filtered with the same stringency implies a common trend for upregulated genes (Extended Data Fig. 4d). DEGs that are commonly upregulated in *Mov10l1*^–/–^ and *Piwil1*^–/–^ oocytes did not exhibit common features, suggesting diverse control by piRNAs. For example, *Kif2a* was unique in employing an LTR-derived promoter to control its expression in oocytes (Extended Data Fig. 4e), suggesting that *Kif2a* expression control could occur through retrotransposon-targeting piRNAs.

**Fig. 3:**
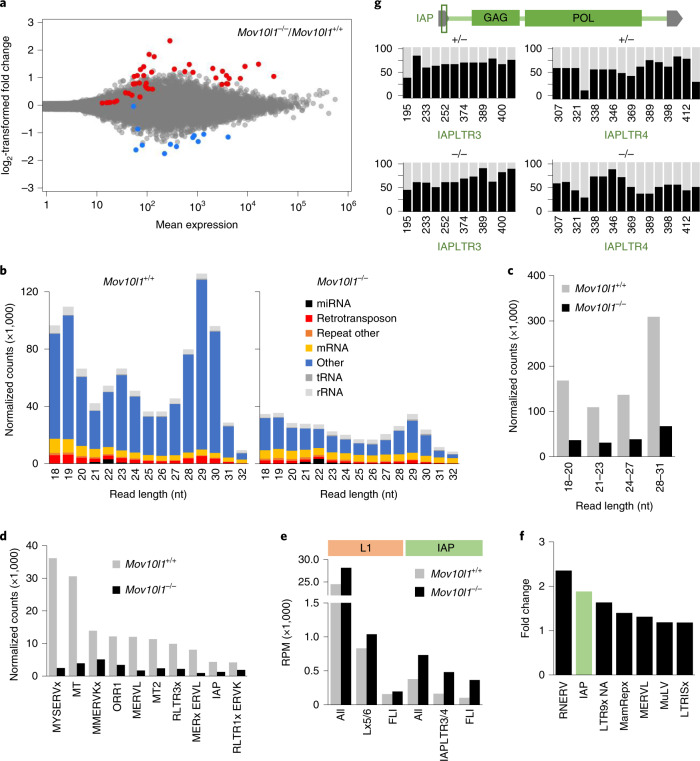
Transcriptome changes in *Mov10l1*^–/–^ oocytes. **a**, MA plot of differentially expressed protein-coding genes (DESeq2, *P* < 0.01). The red and blue points depict genes of which the transcripts were present at significantly higher or lower levels in fully-grown *Mov10l1*^–/–^ oocytes, respectively. The full DEG list is provided in Supplementary Table 5. **b**, Composition of an 18–32-nucleotide segment of RNA-seq libraries from fully grown *Mov10l1*^+/+^ and *Mov10l1*^–/–^ oocytes. The abundance of small RNAs in the wild-type control corresponds to the RPM of 18–32-nucleotide reads (average value from two libraries). The *Mov10l1*^–/–^ library was normalized to the amount of maternal miRNAs. **c**, Reduced levels of different classes of piRNAs in *Mov10l1*^–/–^ oocytes. The abundance of reads of different sizes mapping to annotated oocyte piRNA clusters (Supplementary Table 6) is shown. *Mov10l1*^–/–^ values were scaled by miRNA abundance. Read sizes were divided into categories to separate putative PIWIL3-bound piRNAs (18–20 nucleotides), Dicer products (21–23 nucleotides), and smaller and longer piRNAs (24–27 nucleotides and 28–31 nucleotides). **d**, Reduction of LTR retrotransposon-derived piRNAs in *Mov10l1*^–/–^ oocytes*.* **e**, Changes in RNAs from L1 and IAP families and subfamilies. The RPMs of RNAs mapping to L1 or IAP elements (all), active subfamilies and FLI only are shown. Data are the mean values of two (*Mov10l1*^+/+^) and three (*Mov10l1*^–/–^) biological replicates. **f**, LTR retrotransposon groups ranked by the highest transcript upregulation in *Mov10l1*^–/–^ oocytes. Data are the mean values from two (*Mov10l1*^+/+^) and three (*Mov10l1*^–/–^) replicates. **g**, DNA methylation of intact IAPs. The vertical bars represent methylation (black portion) observed for the indicated 5′ CpG dinucleotides covered by at least ten sequence reads; the analysed region corresponds to the central and 3′ part of the 5′ LTR, as indicated in the IAP scheme and by CpG position. Data are from a single genome-wide bisulfite sequencing experiment. Source data

Developmental competence could also be affected by derepression of TEs. A small increase (~25%) in reads mapping to intact L1 transcripts was observed in *Mov10l1*^–/–^ oocytes (Fig. 3e). RNA-sequencing (RNA-seq) analysis also revealed a limited increase in LTR retrotransposon transcripts in *Mov10l1*^–/–^ oocytes—a 2-fold increase for all IAP sequence reads (Fig. 3f) and a 3.5-fold increase for reads perfectly matching intact elements (Fig. 3e). This suggests impaired repression of intact IAPs in *Mov10l1*^–/–^ oocytes, without global IAP derepression. This notion was supported by whole-genome bisulfite sequencing (Fig. 3g). The limited amount of material yielded information about ~10% of the hamster genome (Extended Data Fig. 5). While the loss of DNA methylation at unique loci would have escaped detection (including those identified in *Piwil3*^–/–^ hamster oocytes^34^), bisulfite sequencing of *Mov10l1*^–/–^ oocytes yielded enough unique sequencing reads to examine global methylation levels of retrotransposon subfamilies (Extended Data Fig. 5d). Overall DNA methylation of intact IAP elements was preserved, although several CpG positions in LTRs could have reduced methylation frequency (Fig. 3g and Extended Data Fig. 5e). Furthermore, retrotransposon subfamilies that recently expanded in the hamster genome and were associated with high amounts of piRNAs in hamster testes (Extended Data Fig. 2a) did not show reduced DNA methylation either (Extended Data Fig. 5d).

### Sterile phenotype of *Mov10l1*^–/–^ males

Adult *Mov10l1*^–/–^ males were sterile and had atrophic testes (Fig. 4a) as well as epididymal ducts devoid of sperm (Fig. 4b). Although the sterility of *Mov10l1*^–/–^ male hamsters was consistent with the mouse *Mov10l1*^–/–^ model phenotype^3–5^, we sought to determine whether there is the same spermatogenesis defect. Histological analysis of old *Mov10l1*^–/–^ males (>50 weeks) revealed aspermatogenic seminiferous tubules (Fig. 4c and Extended Data Fig. 6a). Approximately 3% of adult seminiferous tubules contained small clusters of cells positive for the germ cell marker DDX4 (VASA)^37^ and the marker of meiotic cells synaptonemal complex protein 3 (SCP3)^38^ (Fig. 4d and Extended Data Fig. 6b). These clusters were also positive for the IAP GAG protein and γH2AX, a common marker of DNA damage suggesting compromised genome integrity (Fig. 4d). Derepression of L1 retrotransposons was absent or the anti-ORF1 antibody did not cross-react with the hamster protein. The clusters of rare survivors of germ cell ‘atresia’ therefore seem to develop a secondary phenotype that is similar to the main phenotype of *Mov10l1*^–/–^ mice, whereby spermatogenesis fails after entry into meiosis^3–5^. By contrast, the primary spermatogenesis defect in *Mov10l1*^–/–^ hamsters appears before the entry into meiosis.

**Fig. 4:**
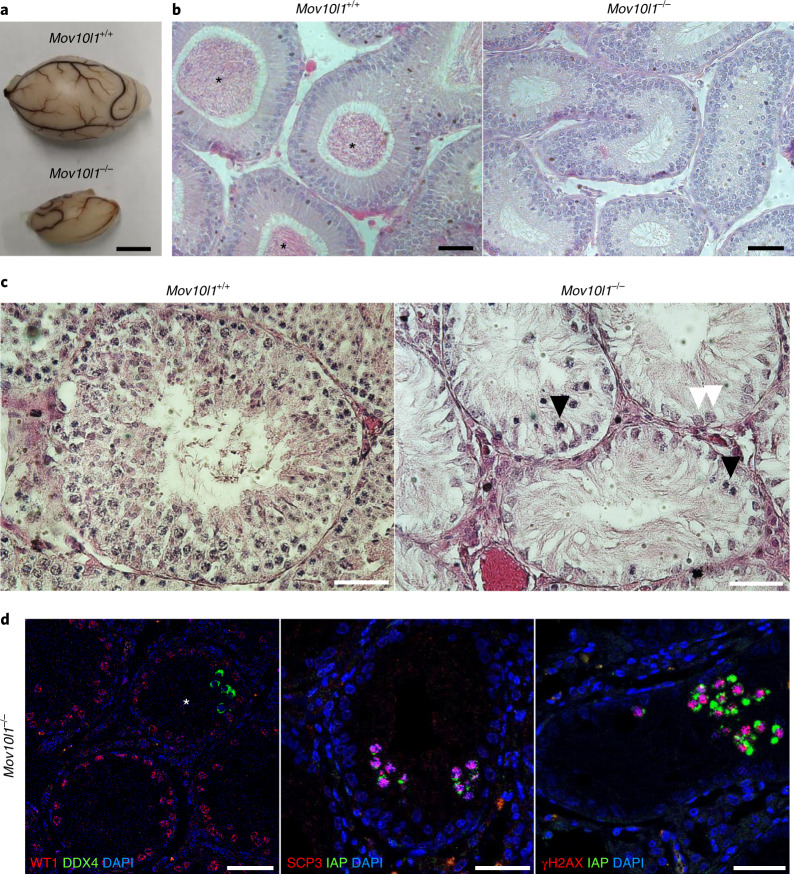
Male *Mov10l1*^–/–^ phenotype. **a**, *Mov10l1*^–/–^ males have atrophic testes. Scale bar, 5 mm. **b**, H&E staining of epididymal ducts shows a lack of sperm production in adult *Mov10l1*^–/–^ testes. Sperms in *Mov10l1*^+/+^ epididymal ducts are indicated (asterisks). Scale bars, 50 μm. **c**, H&E staining of testes from *Mov10l1*^+/+^ (aged 102 weeks) and *Mov10l1*^–/–^ (aged 63 weeks) male hamsters. The white arrowheads indicate Sertoli cells and the black arrowheads indicate degenerated cells (a large field of view is provided in Extended Data Fig. 6). Scale bars, 50 μm. **d**, Analysis of residual clusters of spermatogenic cells in seminiferous tubules in *Mov10l1*^–/–^ adult testes (asterisk). Left, somatic Sertoli cells (WT1, red) and a cluster of germ cells (DDX4, green)^37–39^. Middle, SCP3^+^ clusters exhibit IAP expression (green). Right, cells expressing IAP (green) have DNA damage (γH2AX, red). Two animals with each genotype were used for histological analyses, three sections from each animal were stained and representative images are shown. Scale bars, 50 μm.

To understand the loss of germ cells in *Mov10l1*^–/–^ hamster testes, we examined new-born (0 d.p.p.), 9 d.p.p., 13 d.p.p. and 21 d.p.p. animals (Fig. 5a). Previous research has shown that new-born testes contain mitotically quiescent gonocytes that reinitiate mitosis and move to the seminiferous tubule periphery by 9 d.p.p. and give rise to spermatogonia by 13 d.p.p. (ref. ^28^). In 21 d.p.p. testes, spermatogenesis proceeds as far as the pachytene stage of meiosis I (ref. ^28^). We detected DDX4^+^ cells in new-born and 9 d.p.p. *Mov10l1*^–/–^ testes (Fig. 5a). Although 9 d.p.p. *Mov10l1*^–/–^ testes appeared normal (Fig. 5b), some seminiferous tubules exhibited aberrant localization of DDX4 (Fig. 5c), suggesting that the main spermatogenesis defect precedes the formation of spermatogonia. Accordingly, 13 d.p.p. seminiferous tubules were almost devoid of ZBTB16^+^ cells, the marker of undifferentiated spermatogonia^39^ (Fig. 5a). At 21 d.p.p., we observed smaller testes, altered seminiferous tubule architecture and a complete absence of SCP3^+^ meiotic cells (Fig. 5a). This implied that the surviving *Mov10l1*^–/–^ spermatogonia were probably compromised as they did not enter the first wave of meiosis on time.

**Fig. 5:**
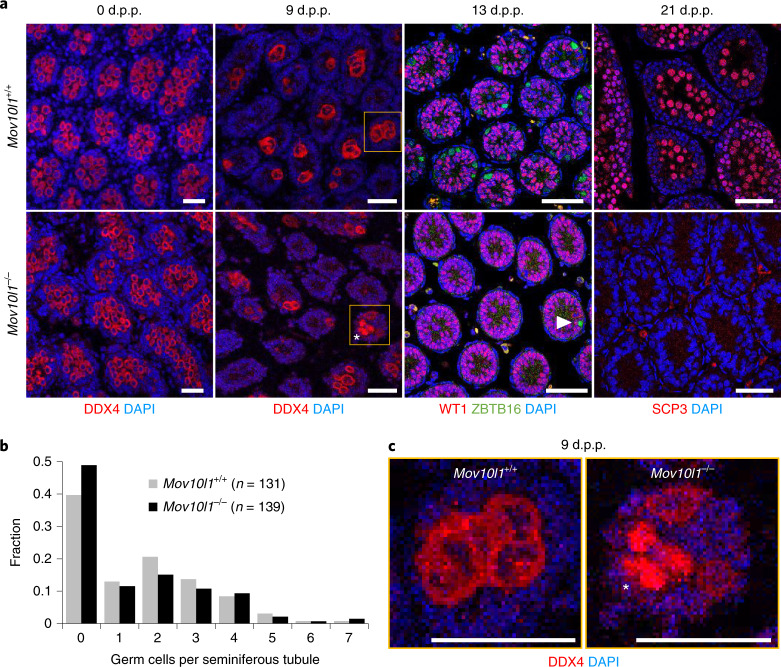
Analysis of the timing of the spermatogenesis defect in *Mov10l1*^–/–^ males. **a**, Immunofluorescence staining of *Mov10l1*^+/+^ and *Mov10l1*^–/–^ testes at 0 d.p.p., 9 d.p.p., 13 d.p.p. and 21 d.p.p. to examine the presence of germ cells (marked by DDX4), undifferentiated spermatogonia (marked by ZBTB16)^39^ and spermatocytes (marked by SCP3)^38^. DNA was stained with DAPI. Several histological sections from two different animals were analysed at all stages. Aberrant DDX4 staining observed at 9 d.p.p. is indicated (asterisk) (a magnified image is shown in **c**). The arrowhead indicates a single ZBTB16^+^ spermatogonium in a *Mov10l1*^–/–^ 13 d.p.p. sample. Scale bars, 50 μm. **b**, Quantitative analysis of germ cell distribution in sections of 9 d.p.p. seminiferous tubules. For each genotype, the indicated number of seminiferous tubules on several sections was examined for the presence of DDX4^+^ germ cells. There was no statistically significant association between genotype and tubules being empty or non-empty (*χ*^2^ test, *P* = 0.138). **c**, Higher magnification of the seminiferous tubule cross-sections shown in **a**. *Mov10l1*^–/–^ germ cells are indicated (asterisk), which show deviation from the normal DDX4 staining pattern in which strong cytoplasmic staining would surround a nucleus with a minimal signal. Scale bars, 50 μm. Source data

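Transcriptomes of 9 d.p.p. testes were compared over the 4 libraries that the paper's source data name at this age, wild-type replicates 1 and 2 and both *Mov10l1*-/- libraries, which come from 1 animal. The ratios of knockout to wild-type FPKM in Supplementary Table 7 differed over 935 genes from the CPM ratios of these 4 libraries by a median of 3.1e-04 on the log2 scale, after a common shift, and by 0.113 with wild-type replicate 3 included. The paper gives no reason for leaving out wild-type replicate 3. Of 15569 genes tested with edgeR's quasi-likelihood test, 87 were higher and 496 lower in *Mov10l1*-/- testes with an adjusted p below 0.01. All 5 libraries together gave in edgeR's test 9 genes that were higher and 54 that were lower, and all of these were among the calls of the 4 libraries. Leaving wild-type replicate 1 or 2 out of the 5 gave 6 and 3 genes. When the *Mov10l1*-/- libraries were summed into 1, so that the spread came from the wild-type animals alone, 0 genes passed, and 1525 of 16267 had an unadjusted p below 0.05. On simulated libraries summed in this way edgeR called 186 of 200 changed genes with one spread for all genes. With a spread that differed between genes it called 85 of 200. Every simulated change was at least 2-fold and in a gene above a minimum mean count, so smaller changes and rarer genes were not covered. The fit of the real summed libraries also missed *Mov10l1*, at a log2 fold change of -4.36. Its lack of calls therefore does not show that genes were unchanged. DESeq2, the paper's tool, called 354 genes higher and 710 lower from the 4 libraries. In an alternative chosen after the data were seen, it called 73 higher and 431 lower from all 5. By the paper's count Supplementary Table 7 lists 935 genes, 404 higher and 531 lower. All of them changed in the listed direction in the 4 libraries, and 383 of them passed edgeR's test and 812 passed DESeq2's.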

The cause of the germ cell loss was further investigated by transcriptome profiling of 9 d.p.p. testes, which identified a complete loss of piRNAs and >900 DEGs (Fig. 6, Extended Data Fig. 7 and Supplementary Table 7). 

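*Ddx25*, *Ddx4*, *Dazl* and *Sohlh1* were lower in both *Mov10l1*-/- libraries of 9 d.p.p. than in every wild-type library of that age, wild-type replicate 3 included. *Ddx25* (ENSMAUG00000012406, scaffold KB708331.1 from 1226637 to 1244170) was at 16.6 ± 1.76 CPM (SD, n = 2 libraries) in the wild type and 4.07 ± 0.566 CPM (SD, n = 2) in the knockout. Its log2 fold change was -2.04 (standard error 0.131, adjusted p = 2.3e-04) in edgeR's quasi-likelihood test. *Ddx4* (ENSMAUG00000019873, scaffold KB708130.1 from 1006759 to 1074353) fell from 21.8 ± 3.45 to 6.73 ± 0.501 CPM, with a log2 fold change of -1.71 (standard error 0.126, adjusted p = 3.9e-04) in that test. *Dazl* (ENSMAUG00000018931, scaffold KB708159.1 from 14455208 to 14465117) and *Sohlh1* (ENSMAUG00000019543, scaffold KB708281.1 from 1515314 to 1519562) were at 31.4 ± 5.41 and 9.88 ± 0.340 CPM in wild-type replicates 1 and 2. They fell to 10.1 ± 0.934 and 4.62 ± 0.495 CPM in the knockout. Their log2 fold changes were -1.64 (standard error 0.128, adjusted p = 4.6e-04) and -1.11 (standard error 0.117, adjusted p = 0.00138) in edgeR's test. Wild-type replicate 3, which the paper did not use, held *Dazl* at 17.2 and *Sohlh1* at 6.61 CPM, between the other wild-type libraries and the knockout. It held *Ddx25* at 18.5 and *Ddx4* at 26.0 CPM. Fitted over all 5 libraries, edgeR's log2 fold changes were -2.08 (adjusted p = 8.5e-04) for *Ddx25* and -1.78 (adjusted p = 0.00229) for *Ddx4*, which still passed the threshold. They were -1.40 (adjusted p = 0.0390) for *Dazl* and -0.93 (adjusted p = 0.0480) for *Sohlh1*, which did not pass it.

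Identifiers were in hand for 11 of the 16 piRNA pathway genes of Fig. 1a. Apart from *Piwil3*, named in the count table, they came from the paper's lists of DEGs. Genes outside these lists could not be analysed, so the number found lower does not describe the whole pathway. Of the 11, *Henmt1*, *Mael*, *Piwil1*, *Piwil2*, *Piwil4*, *Rnf17*, *Tdrd1*, *Tdrd9* and *Tex15* were called lower, with log2 fold changes from -2.18 for *Rnf17* to -1.05 for *Tex15*. All of these are in the paper's list of 9 d.p.p., made from the same libraries, so their decrease is not independent evidence. *Piwil3* was at 0.294 CPM in the wild type and did not pass, with a log2 fold change of -1.73 (standard error 0.434, adjusted p = 0.0367) in edgeR's quasi-likelihood test. When wild-type replicate 3 was included *Mael*, *Piwil2*, *Rnf17*, *Tdrd1* and *Tex15* still passed, and *Henmt1*, *Piwil1*, *Piwil4* and *Tdrd9* did not. For *Piwil4* wild-type replicate 3 was higher than the other wild-type libraries, at 33.9 CPM against 14.2 and 8.55 CPM. *Zbtb16*, whose protein marks spermatogonia, had a log2 fold change of -1.41 (standard error 0.119, adjusted p = 6.5e-04) in edgeR's test over the 4 libraries. In wild-type replicate 3 it was at 2.77 CPM, below both *Mov10l1*-/- libraries at 3.85 and 3.39 CPM, and with all 5 libraries its adjusted p from edgeR's test was 0.242.

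**Figure D2:**
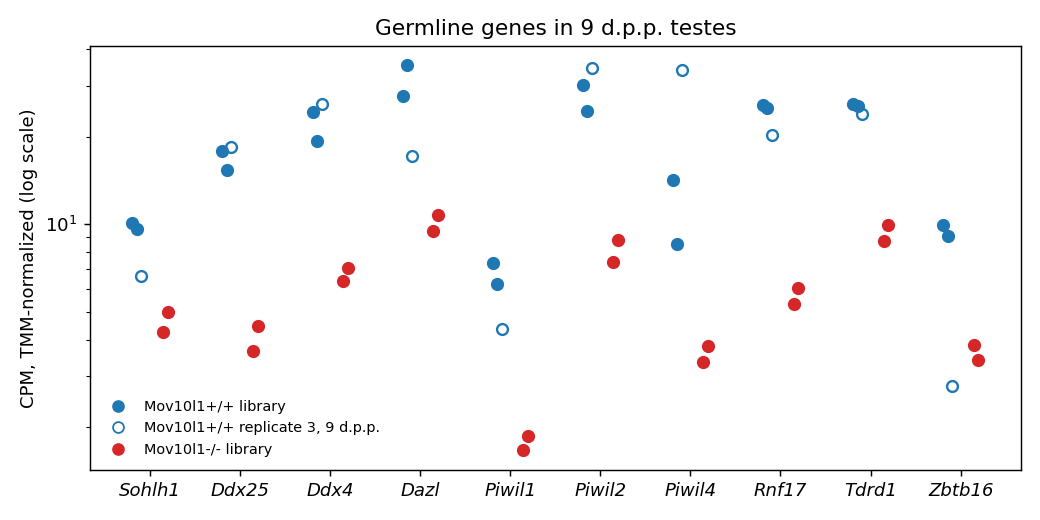
CPM of germline genes on a log scale in each library of 9 d.p.p. testes, with wild-type libraries in blue and *Mov10l1*-/- libraries in red. The open circle is wild-type replicate 3, which lies below both knockout libraries for *Zbtb16*, at 2.77 CPM, and above them for the other genes.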

Many downregulated genes were factors expressed in spermatogenic cells (Extended Data Fig. 7d,e), including germline factors *Sohlh1* (ref. ^40^) *Ddx25* (ref. ^41^), *Ddx4* (ref. ^37^), *Dazl* (ref. ^42^) and many piRNA pathway components (Supplementary Table 7). By contrast, new-born *Mov10l1*^–/–^ testes exhibited ~300 DEGs (Supplementary Table 8 and Fig. 6a) but there was minimal overlap with 9 d.p.p. testes (Fig. 6d) and no significant enrichment of any biological process according to a Gene Ontology analysis. This shows that the loss of piRNAs affects gene expression already in new-born testes, but germ cell development fails later and the failure involves a different set of DEGs. Thus, the prespermatogonial germline failure may have two causes.

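Of 16333 genes tested at 0 d.p.p., 164 were higher and 152 lower in *Mov10l1*-/- testes with an adjusted p below 0.01 in edgeR's quasi-likelihood test. DESeq2 called 358 higher and 338 lower. Without the filter on low counts, edgeR called 724 and 597 of 20303 genes. Because no litter code holds both genotypes at this age, these are differences between litter codes as well as between genotypes. Supplementary Table 8 was used here in a copy that holds 237 of the paper's 321 genes, so no set test was run on it. Genes without a symbol in the paper's tables, with a mean below 1 CPM in both genotypes or with overlapping values of the genotypes were not ranked. Among the other genes, *Satl1*, *Cxcl13* and *Cdh9* had the largest changes of those called higher, and *Acsm3*, *Plg* and *CUNH2orf54* of those called lower. *Cdh9* rose from 0.551 ± 0.229 CPM (SD, n = 2 libraries) in the wild type to 4.86 ± 0.643 CPM (SD, n = 2) in the knockout, with a log2 fold change of 3.03 (standard error 0.337, adjusted p = 7.2e-04) in edgeR's test. Log2 fold changes were 4.02 (standard error 0.681, adjusted p = 0.00545) for *Satl1* and 3.70 (standard error 0.491, adjusted p = 0.00205) for *Cxcl13* in that test, from wild-type means of 0.0509 and 0.198 CPM. *Acsm3* was at 0.652 and 1.95 CPM in the wild-type libraries, and *Plg* and *CUNH2orf54* had wild-type means of 1.13 and 1.10 CPM. The knockout mean was 0.0654 CPM for each of them. Their log2 fold changes in edgeR's test were -4.16 (standard error 0.745, adjusted p = 0.00691), -3.96 (standard error 0.692, adjusted p = 0.00612) and -3.95 (standard error 0.650, adjusted p = 0.00490). *Dazl*, which was lower at 9 d.p.p., was higher at 0 d.p.p., with a log2 fold change of 0.83 (standard error 0.135, adjusted p = 0.00490). *Sohlh1*, *Ddx4* and *Ddx25* were not called at 0 d.p.p., with log2 fold changes of 0.18, 0.10 and 0.70.

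At both ages 15256 genes were tested. Of these, 152 were called higher at 0 d.p.p. and 86 at 9 d.p.p., and 4 were called higher at both (*B3glct*, *Ptchd3*, ENSMAUG00000010632 and ENSMAUG00000011357, named after their values were seen). By chance 0.857 would be shared (Fisher's exact test, two-sided, odds ratio 4.95, p = 0.0107). Of the genes called lower, 135 at 0 d.p.p. and 495 at 9 d.p.p., 12 were shared, *Mov10l1* included, against 4.38 by chance (Fisher's exact test, odds ratio 2.96, p = 0.00149). With DESeq2's calls 7 were higher at both, against 8.16 by chance, and 41 lower, against 14.2, with p = 0.857 and p = 8.5e-10 in Fisher's exact test. With an adjusted p below 0.05 at both ages, 22 genes were higher at both, against 25.9 by chance, and 92 were lower at both, against 48.6 (p = 0.474 and p = 1.3e-09 in Fisher's exact test). Calls from all 5 libraries of 9 d.p.p. shared 1 gene that was higher at both ages, *Ptchd3*, and 2 that were lower, *Mov10l1* and *Crybg1*, the latter named after its values were seen. The Gene Ontology analysis was not repeated here.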

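Whether the effect of the genotype differs between 0 and 9 d.p.p. was tested directly, with an interaction of genotype and age over the 8 libraries of these ages. The litter codes differ between the genotypes within each of these ages among the 8 libraries, so the interaction also holds any difference between litters. In edgeR's quasi-likelihood test 730 of 16808 genes had an interaction with an adjusted p below 0.01. For 209 of them the log2 fold change was more positive at 9 d.p.p., and for 521 it was more negative. Of the alternatives for this test, which were chosen after the data were seen, no filter on low counts gave 1417 genes and all 5 libraries of 9 d.p.p. gave 246. Of the 834 genes called at either age and tested for the interaction, 456 (54.7%) had one. The change at 9 d.p.p. less that at 0 d.p.p. was -2.71 (standard error 0.259, adjusted p = 2.7e-04) for *Ddx25*, -1.78 (standard error 0.242, adjusted p = 0.00132) for *Ddx4* and -2.45 (standard error 0.217, adjusted p = 1.8e-04) for *Dazl* in edgeR's interaction test. For *Sohlh1* it was -1.26 (standard error 0.224, adjusted p = 0.00537) in that test, and with all 5 libraries of 9 d.p.p. it did not pass (adjusted p = 0.0449). Across 15255 genes tested at both ages, without *Mov10l1*, Spearman's rho of the log2 fold changes was -0.10, and genes are not independent replicates. It lay between -0.20 and -0.02 with each library left out in turn. Over the 8374 genes with a mean of at least 10 CPM at both ages it was -0.23. From the DEGs of new-born testes and their small overlap with those of 9 d.p.p., the paper concludes that the loss of piRNAs already affects gene expression at birth. It places the failure of germ cell development later, with other genes.

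**Figure D3:**
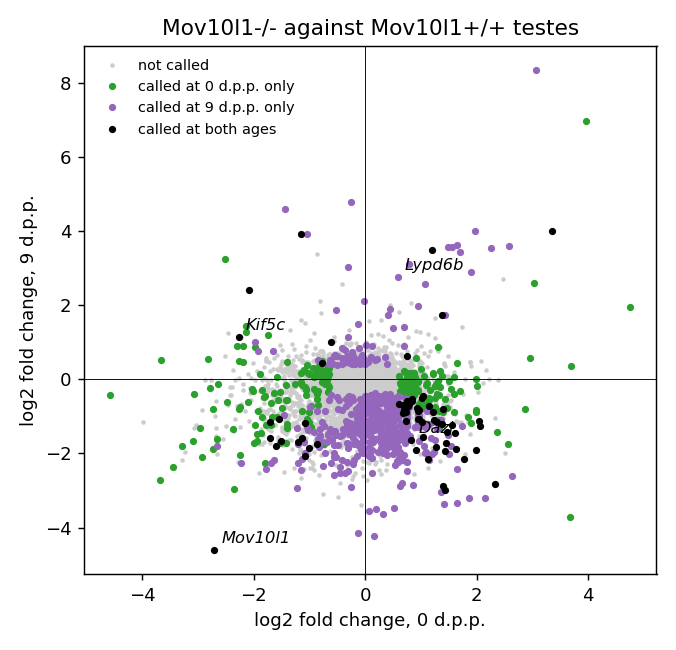
Log2 fold change between *Mov10l1*-/- and *Mov10l1*+/+ testes at 0 d.p.p. (x axis) and 9 d.p.p. (y axis) for each gene tested at both ages, coloured by the ages at which edgeR called it with an adjusted p below 0.01. *Mov10l1* is lower at both ages, and *Kif5c* and *Dazl* change in opposite directions.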

**Fig. 6:**
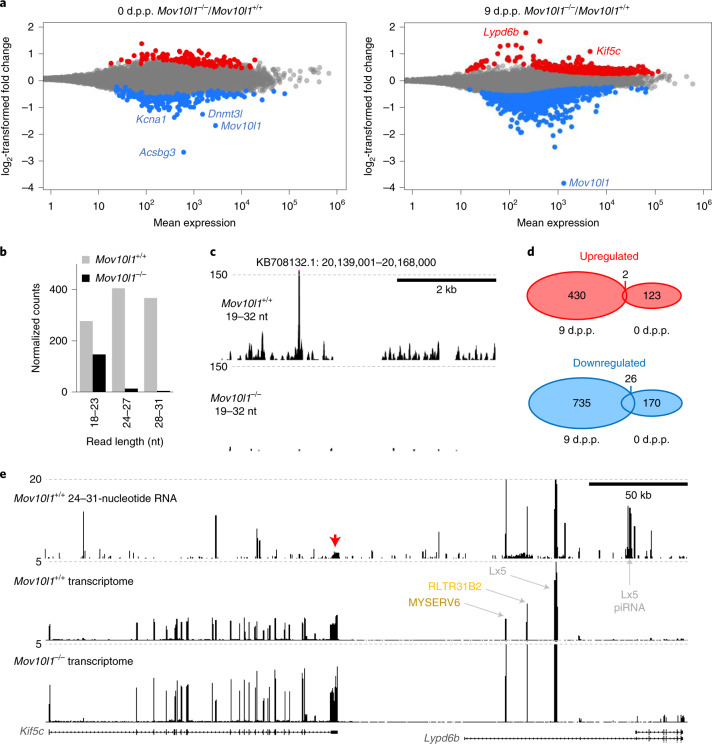
Spermatogenesis defects in *Mov10l1*^–/–^ testes. **a**, MA plots showing differentially expressed protein-coding genes at 0 d.p.p. and 9 d.p.p. (two sequencing libraries per genotype and per time point; DESeq2, *P* < 0.01). The red and blue points depict genes of which the transcripts were present at significantly higher or lower levels, respectively, in *Mov10l1*^–/–^ testes (DEG lists are provided in Supplementary Tables 7 and 8). **b**, Loss of piRNAs in *Mov10l1*^–/–^ 9 d.p.p. testes. The abundance of reads of different sizes mapping to annotated 9 d.p.p. piRNA clusters (Supplementary Table 1) is shown. Data are the mean values of three (*Mov10l1*^+/+^) and two (*Mov10l1*^–/–^) RNA-seq libraries. **c**, A snapshot from the UCSC genome browser revealing a loss of piRNAs in the top 9 d.p.p. cluster. **d**, The number of DEGs and a minimal overlap between significantly upregulated (red Venn diagram) and downregulated (blue Venn diagram) DEGs in *Mov10l1*^–/–^ 0 d.p.p. and 9 d.p.p. testes. **e**, A UCSC browser snapshot showing small RNAs and longer transcripts in *Mov10l1*^+/+^ and *Mov10l1*^–/–^ testes at the *Kif5c-Lypd6b* locus. The red arrow indicates a cluster of unique piRNAs derived from the *Kif5c* 3′ UTR. Three retrotransposon insertions in intron 1 of *Lypd6b* with increased density of mapped reads are also shown. Only perfectly mapping RNA-seq reads were used to construct the image. Source data

First, the loss of 26–27-nucleotide postnatal piRNAs originating from non-repetitive sequences, including mRNA 3′ untranslated regions (UTRs)^8^, may increase gene expression that is otherwise restricted by the piRNA pathway. However, we observed that only a small fraction of upregulated genes was associated with higher amounts of non-repetitive piRNAs from the same loci (Extended Data Fig. 7f). 

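Among the 87 genes called higher at 9 d.p.p., the log2 fold change had a median of 0.74, and 52 genes (59.8%, 95% Wilson interval 49.3 to 69.4%) rose by less than 2-fold. Over the 496 genes called lower, the median size of the log2 fold change was 1.25, and 171 genes (34.5%, 95% Wilson interval 30.4 to 38.8%) fell by less than 2-fold. These intervals cover counting error only. In alternatives chosen after the data were seen, 90.4% of the genes that DESeq2 called higher were below 2-fold, and with its shrinkage of fold changes 99.2%. For the genes that DESeq2 called lower the shares were 50.0% and 93.7%, so with shrinkage nearly all changes in both directions were below 2-fold. From all 5 libraries 0 of the 9 genes called higher were below 2-fold, and their median log2 fold change was 3.37. Of the 54 called lower from all 5 libraries 18.5% were below 2-fold.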

Most of the observed increases in gene expression appeared small (Fig. 6a), but expression changes could be under-represented when genes are also expressed in cells other than spermatogenic cells (Extended Data Fig. 7d). Notably, *Lypd6b* and *Kif5c*, two of the three most upregulated genes are genomic neighbours, suggesting a common regulation of the locus, which might involve *Kif5c* 3′-UTR-derived piRNAs and/or derepression of retrotransposons in the first *Lypd6b* intron (Fig. 6e).

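*Kif5c* (ENSMAUG00000009793) and *Lypd6b* (ENSMAUG00000013712) lie on scaffold KB708143.1 of MesAur1.0, *Kif5c* from 10003844 to 10139859 and *Lypd6b* from 10319987 to 10337642, with 180127 bases between them. At 9 d.p.p. *Lypd6b* was at 0.848 and 0.725 CPM in wild-type replicates 1 and 2 and 5.02 and 5.74 CPM in the *Mov10l1*-/- libraries, a log2 fold change of 2.76 (standard error 0.162, adjusted p = 1.7e-04) in edgeR's quasi-likelihood test. Wild-type replicate 3 held 0.774 CPM, and with all 5 libraries the log2 fold change was 2.78 (adjusted p = 8.5e-04) in that test. *Kif5c* was at 40.9 and 39.9 CPM in wild-type replicates 1 and 2 and 91.2 and 89.1 CPM in the knockout, a log2 fold change of 1.15 (standard error 0.0642, adjusted p = 1.6e-04) in edgeR's test. Wild-type replicate 3, which the paper did not use and which shares a litter code with the *Mov10l1*-/- animal, held *Kif5c* at 84.3 CPM, near the knockout. Over all 5 libraries the log2 fold change of *Kif5c* was 0.72 (adjusted p = 0.208) in edgeR's test, so the call rests on leaving out that library. The other gene among the 3 most upregulated in Supplementary Table 7, ENSMAUG00000016216, rose from 2.86 and 1.94 CPM in wild-type replicates 1 and 2 to 8.93 and 10.3 CPM in the knockout, with a log2 fold change of 1.98 (standard error 0.180, adjusted p = 8.1e-04) in edgeR's test and of 1.70 (adjusted p = 0.0202) with all 5 libraries. By edgeR's log2 fold change *Lypd6b*, ENSMAUG00000016216 and *Kif5c* ranked 19, 23 and 32 among the genes called higher, in a ranking made after the data were seen. They ranked 5, 7 and 15 among the 70 of them with a mean of at least 1 CPM in either genotype. With DESeq2's shrunken fold changes *Lypd6b* ranked 1, ENSMAUG00000016216 2 and *Kif5c* 3 among the genes that DESeq2 called higher.

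At 0 d.p.p. *Kif5c* went the other way, from 28.3 ± 5.72 CPM (SD, n = 2 libraries) in the wild type to 5.85 ± 0.295 CPM (SD, n = 2) in the knockout, a log2 fold change of -2.27 (standard error 0.174, adjusted p = 5.4e-05) in edgeR's test, while *Lypd6b* had 0.58 (standard error 0.192, adjusted p = 0.0880). *Kif5c* was higher in the knockout at 21 d.p.p., with 1.20 (standard error 0.282, adjusted p = 0.00828), and in adults, with 1.66 (standard error 0.180, adjusted p = 1.1e-04). At these ages 2535 and 5855 genes were called higher. Loss of germ cells and a different share of each cell type stay open as the cause there. At 13 d.p.p. the log2 fold change of *Kif5c* was 0.29 (standard error 0.867, adjusted p = 0.909). With the replicate number, which marks the litter code at 13 d.p.p., as a block, it was 0.038 (standard error 0.355). *Lypd6b* was not tested at 13 and 21 d.p.p. because of its low counts. In adults its log2 fold change was -0.97 (standard error 0.464, adjusted p = 0.0870) in edgeR's test. As 2 of the 3 most upregulated genes are neighbours, the paper proposes a common regulation of the locus, and that it might involve piRNAs of the *Kif5c* 3′ UTR, derepression of retrotransposons in the first *Lypd6b* intron, or both.

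**Figure D4:**
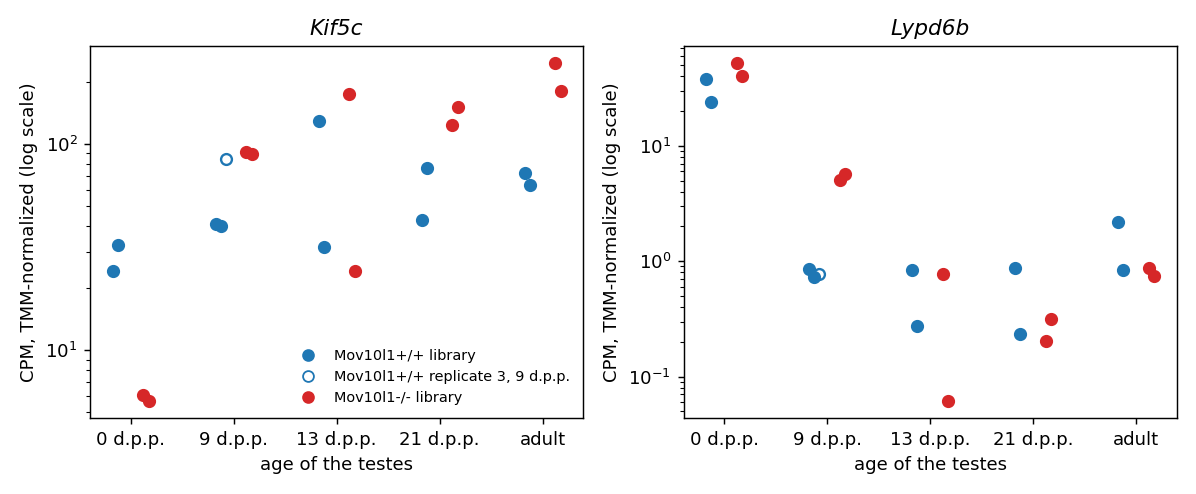
CPM of *Kif5c* (left) and *Lypd6b* (right) on a log scale in each testis library by age, with wild-type libraries in blue and *Mov10l1*-/- libraries in red. The open circle, wild-type replicate 3 of 9 d.p.p., lies near the knockout libraries for *Kif5c* and near the wild-type libraries for *Lypd6b*.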

Second, formation of spermatogonia in 9 d.p.p. *Mov10l1*^–/–^ testes could also be perturbed by derepression of specific retrotransposons. An analysis of intact L1 and IAP transcripts suggested respective approximate increases of 56% and 48% in their abundance (Fig. 7a). This mild increase contrasted with IAP and γH2AX signals in *Mov10l1*^–/–^ seminiferous tubules that were detected at 9 d.p.p. but not at 0 d.p.p. (Fig. 7b,c). However, a similar situation concerning IAP transcript levels and immunofluorescent staining occurred when comparing mouse *G9a*^–/–^ and *Mili*^–/–^ (Piwil2) spermatogonia^43^. Notably, IAP and γH2AX patterns differed among 9 d.p.p. seminiferous tubules. Some contained mostly IAP signal, some massive γH2AX, and some both, probably capturing the demise of germ cells at 9 d.p.p. (Fig. 7b and Extended Data Fig. 8).

**Fig. 7:**
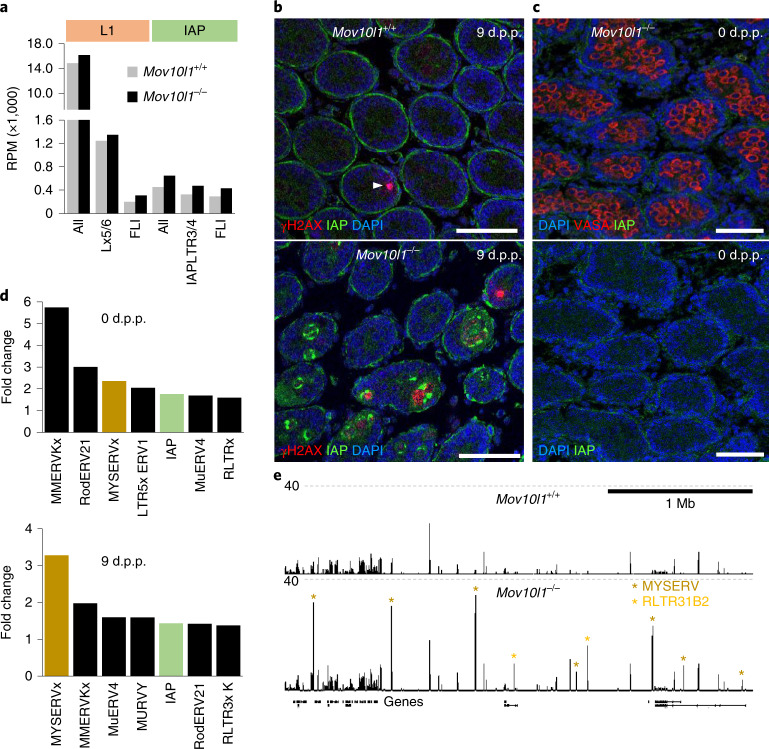
Retrotransposon mobilization in *Mov10l1*^–/–^ testes at 9 d.p.p. **a**, Changes in RNAs from L1 and IAP families and subfamilies. RPM values of RNAs mapping to L1 or IAP elements (all), active subfamilies and FLI elements only are shown. Data are the mean values of two biological replicates. **b**, Immunofluorescence staining of IAP GAG (green) and γH2AX (red) in *Mov10l1*^+/+^ and *Mov10l1*^–/–^ testes at 9 d.p.p. suggests IAP expression and DNA damage in germ cells in seminiferous tubules. Scale bars, 50 μm. **c**, 0 d.p.p. *Mov10l1*^–/–^ testes show a normal presence of the germ cell marker DDX4 (VASA) and no mobilization of IAP expression. Four (**b**) and three (**c**) sections from one testis with a given genotype were individually stained. Representative images are shown. **d**, Changes in retrotransposon expression. The graphs rank the most upregulated LTR retrotransposon groups in *Mov10l1*^–/–^ testes at 0 d.p.p. and 9 d.p.p. Values were calculated as RPM mean values from two RNA-seq libraries (Supplementary Table 10) from each time point and genotype. **e**, MYSERV and related RLTR31B2 LTR-derived transcripts are upregulated in *Mov10l1*^–/–^ testes at 9 d.p.p. A UCSC browser snapshot shows a 3 Mb genomic region with upregulated retrotransposon loci (asterisks). Only perfectly mapping RNA-seq reads were used to construct the image. Source data

An analysis of MYSERV LTR retrotransposons provides even stronger support that the mobilization of retrotransposons may explain the loss of control over spermatogenesis. MYSERV elements give rise to highly abundant 9 d.p.p. piRNAs (Fig. 1c and Extended Data Fig. 2a). In 9 d.p.p. *Mov10l1*^–/–^ testes, MYSERV-derived reads were 3.3-fold more abundant (Fig. 7d), but MYSERV6 subfamily insertions across the genome exhibited a ~20-fold increase (Fig. 7e), which is consistent with quantitative PCR (qPCR) data (Extended Data Fig. 7g). Derepression of MYSERV retrotransposons, which was already apparent at day 0 (Fig. 7d), implies that there was genome-wide failure to silence MYSERV insertion loci, which could subsequently contribute to the failure of germ cells to form spermatogonia.

## Discussion

Our analysis of *Mov10l1*^–/–^ golden hamsters, complemented by analysis of additional piRNA pathway mutants by Hasuwa et al^34^. and Zhang et al.^44^, reports critical pre-meiotic, meiotic and post-meiotic functions of the mammalian piRNA pathway. Our results substantially expand the known roles of the pathway in control of the mammalian germline cycle. Furthermore, we provide an evolutionary perspective for the piRNA pathway roles while refuting the notion that the mammalian piRNA pathway is important only for the male germline.

The post-meiotic and post-zygotic sterility observed in female *Mov10l1*^–/–^ hamsters adds to the repertoire of critical roles of the mammalian piRNA pathway contribution to formation of developmentally competent oocytes, which can support early development. This contrasts with mice, in which the females remain fertile even in the absence of the piRNA pathway^3,4,13–16^.

One of the notable differences between mice and golden hamsters is that mice lost *Piwil3* while golden hamsters have four different PIWI effector proteins like most mammals, including humans. *Piwil3* seems to represent an oocyte-specific aspect of the mammalian piRNA pathway^10,11,21,34,44^. However, female subfertility of *Piwil3*^–/–^ golden hamsters is a weaker phenotype^34^ than female sterility observed in mutants in other components of the pathway in golden hamsters, which include *Mov10l1* reported here and in ref. ^44^, *Piwil1* (refs. ^34,44^) and *Pld6* (ref. ^44^). This suggests that, although the *Piwil3* is an important factor, the piRNA pathway has additional important non-overlapping functions. What these functions are remains to be clarified. Although we observed changes in *Mov10l1*^–/–^ oocytes, which possibly contribute to the sterile phenotype, the mechanism of the loss of developmental competence of *Mov10l1*^–/–^ oocytes remains to be further delineated.

Changing requirements for the piRNA pathway during evolution could lead to the apparent insignificance of the piRNA pathway in mouse oocytes. However, our results provoke the question of whether the piRNA pathway in mouse oocytes could have a similar role in formation of developmental competence, which would be masked in piRNA-pathway mutants by overlapping functions of the murine RNAi pathway^19^. Unfortunately, massive transcriptome changes and meiotic defects in oocytes lacking RNAi^45,46^ preclude the examination of the functional significance of the piRNA pathway in mouse zygotes in the absence of RNAi.

An analysis of *Mov10l1*^–/–^ male hamsters showed that MOV10L1 is required for the postnatal formation of pre-meiotic spermatogonia. The massive loss of germ cells before the spermatogonia form differs from the phenotypes in mice with mutations in the piRNA pathway, which occur after the spermatogonia form. Although *Miwi2*^–/–^ mice revealed that piRNAs regulate DNA methylation in prospermatogonia, this role is not important for the establishment of spermatogonia, which form in *Miwi2*^–/–^ mice but are then lost progressively until the testes become aspermatogenic by 9 months^15,47–49^.

The failure of male *Mov10l1*^–/–^ hamsters to produce spermatogonia appears to be associated with the derepression of the MYSERV, hamster-specific retrotransposon subfamily expressed in juvenile testes. First, the absence of the piRNA pathway in the male germline yielded a failure at a stage at which MYSERV expression peaks. Second, an outstanding abundance of MYSERV-targeting piRNAs in juvenile testes implies that the element is a major target of the piRNA pathway at that stage. While most retrotransposons in mouse and hamster genomes probably descended from the common ancestor, recently expanded subfamilies represent independently evolved retrotransposon pools, which would provoke an independent adaptive response of the piRNA pathway. Hamster-specific retrotransposon derepression could therefore explain why spermatogonia form in mice lacking *Mov10l1* (refs. ^3–5^). The model of retrotransposon-induced failure of spermatogenesis is also consistent with a rapid demise of mouse spermatogonia whereby retrotransposon derepression was enhanced by mutating *G9a* in addition to *Mili*^50^.

Taken together, our work does not just demonstrate that the mammalian piRNA pathway is important beyond spermatogenesis. Equally important is that the divergent hamster and mouse *Mov10l1*^–/–^ phenotypes illuminate the adaptive nature of the piRNA pathway, which leads to new gene regulations and flexibly protects the germline cycle against retrotransposons whenever they would pose a new threat.

## Methods

### Animals

Golden (Syrian) hamsters *M. auratus* were purchased from Japan SLC (for knockout production and initial breeding) and from Janvier Labs (subsequent breeding). Animals were housed under controlled lighting conditions (daily light period 7:00 to 21:00 and 6:00 to 18:00 in Japan and Czechia, respectively) and provided with water and food ad libitum. The animals used for experiments were euthanized by intraperitoneal injection of a lethal dose of Euthasol (Samohyl). All of the animal experiments were approved by the Animal Experimentation Committee at the RIKEN Tsukuba Institute (T2019-J004) and the Institutional Animal Use and Care Committee at the Institute of Molecular Genetics of the Czech Academy of Sciences (approval no. 42/2016 and 70/2018) and were performed in accordance with the law.

### Production of *Mov10l1* mutants

The production of knockout hamsters was carried out using an in vivo electroporation CRISPR–Cas9 system as described previously^22,51^. Pairs of sgRNAs were designed to cleave the *Mov10l1* genomic sequence in intron 19 (sequence of DNA targets: 5′-GGGTATCACATGACTTGGGG-3′; 5′-GGTGTTGGGATCATAGTGGGG-3′) and in intron 20 (sequence of DNA targets: 5′-TCTCCACTCTTCCATGTGGGG-3′; 5′-TACCATTACATTTGTCAGGGG-3′) to delete exon 20 (Fig. 1f).

Five animals were born, of which one did not exhibit any deletion, two were homozygous for the deletion and were not used for breeding, and one male and one female showed modification of one allele (Extended Data Fig. 3a). Male 1 was fertile but did not transmit the allele, whereas female 4 transmitted the allele into progeny (number of progeny, 10; 3 males and 4 females carried the mutant allele) when bred with a wild-type animal. Subsequent breeding of heterozygotes for two generations with wild-type outbred animals was performed to minimize possible off-targeting and inbreeding effects when heterozygotes were mated to produce homozygotes. The allele bearing a 761 bp deletion comprising exon 20 (KB708136.1: 11,120,580–11,121,340) was confirmed by sequencing (Extended Data Fig. 3b). RNA-seq analysis showed a loss of signal over exon 20 and a strongly reduced transcript level of the mutant transcript (Extended Data Fig. 3c).

For genotyping, ear biopsies were lysed in PCR-friendly lysis buffer with 0.6 U per sample proteinase K (Thermo Fisher Scientific) at 55 °C, with shaking at 900 r.p.m. until dissolved (approximately 2.5 h). Samples were heat-inactivated 10 min at 90 °C and lysate was used for nested PCR reaction. Genotyping primers are provided in Supplementary Table 9.

### Superovulation and zygote collection

Female golden hamsters were induced to superovulate by intraperitoneal injection of 15 IU or 25 IU pregnant mare’s serum gonadotropin (PMSG, ProSpec Bio) at 10:00 on the day of post-oestrous vaginal discharge (day 1 of oestrous cycle). hCG (25 IU; Sigma-Aldrich) was injected 76 h later (14:00 on day 4 of the oestrous cycle) and females were mated with fertile males at 18:00 on the same day.

Zygotes were collected 40 h after mating and four-cell embryos 61 h after mating (without previous superovulation) by flushing oviducts with M199TE medium (M199 medium with HEPES, sodium bicarbonate and Eagle’s salts, Gibco), supplemented with 5% fetal bovine serum (Sigma-Aldrich) inactivated for 30 min at 56 °C, 5 mM taurine, 25 μM EDTA and pre-equilibrated with 5% CO_2_, 5% O_2_ and 90% N_2_ at 37 °C. Zygotes were isolated in a dark room with red filters on the microscope light source and were used immediately for experimental analysis as there was no highly efficient culture system for hamster zygotes and preimplantation embryos.

### Oocyte collection

Preovulatory fully grown GV oocytes were collected from ovaries by puncturing antral follicles with a syringe needle in M2 medium (Sigma-Aldrich) containing 0.2 mM 3-isobutyl-1-methyl-xanthine (Sigma-Aldrich) to prevent resumption of meiosis. In the absence of a highly efficient culture system for meiotic maturation of hamster GV oocytes in vitro, ovulated unfertilized eggs arrested at MII were collected from the oviducts of superovulated females approximately 17 h after hCG injection. MII oocytes were released from cumulus cells after incubation with 0.1% bovine testes hyaluronidase (Sigma-Aldrich) in M199TE medium at 37°C for 1 min and washed three times in equilibrated M199TE medium kept under paraffin oil.

### Western blotting

Hamster and mouse tissues were homogenized mechanically in RIPA lysis buffer supplemented with 1× protease inhibitor cocktail set (Millipore) and loaded with SDS dye. Protein concentration was measured using the Bradford assay and 60 μg of protein was used per lane. Proteins were separated on 6% polyacrylamide gel and transferred onto a polyvinylidene difluoride membrane (Millipore) using semi-dry blotting. The membrane was blocked in 5% skim milk in TTBS, MOV10L1 was detected using anti-MOV10L1 primary antibodies^4^ (gift from J. Wang) diluted 1:250 and incubated overnight at 4°C. Anti-rabbit-HRP secondary antibodies (Thermo Fisher Scientific) were diluted 1:50,000 and the signal was detected using SuperSignal West Femto Substrate (Thermo Fisher Scientific). For TUBA4A detection, samples were run on 10% polyacrylamide gel and incubated with anti-tubulin (Sigma-Aldrich, T6074) mouse primary antibodies diluted to 1:10,000 and anti-mouse-HRP secondary antibodies (Thermo Fisher Scientific) diluted to 1:50,000.

### RT–PCR analyses

For oocyte and embryo expression analysis, five to ten oocytes or embryos were collected per sample in 3 μl of PBS and snap-frozen in liquid nitrogen; the number of oocytes/embryos was kept constant in individual sample sets. Next, the samples were lysed by mixing an equal volume of the 2× lysis buffer^52^. Crude lysate was used for reverse transcription with SuperScript III (Thermo Fisher Scientific). An equal fraction of total RNA per oocyte/zygote was reverse transcribed using SuperScript III RT (Thermo Fisher Scientific) with random hexamers according to the manufacturer’s recommendations. To avoid genomic DNA amplification, primers were designed to span multiple exons.

cDNA was amplified by ExTaqHS (TaKaRa) using the following program: 94 °C for 2 min; 35 cycles of 94 °C for 10 s, 60 °C for 30 s and 72 °C for 30 s; and a final extension at 72 °C for 3 min. The PCR products were resolved on 1.5% agarose gels and visualized using ethidium bromide. All PCR products were sequenced after cloning into pCR4 TOPO vector (TOPO-TA cloning kit for sequencing; Thermo Fisher Scientific). A list of the primers is provided in Supplementary Table 9.

For qPCR analyses, a 1 µg aliquot of total RNA used for NGS library preparation was reverse transcribed in a 30 µl volume using LunaScript RT SuperMix Kit (New England Biolabs) according to the manufacturer’s instructions. A 0.5 µl cDNA aliquot and the Maxima SYBR Green qPCR master mix (Thermo Fisher Scientific) were used for the qPCR reaction. qPCR was performed on LightCycler 480 (Roche) in technical triplicates for each biological sample. Average *C*_t_ values of the technical replicates were normalized to the housekeeping genes Ma*HPRT* and Ma*B2MG* using the ΔΔ*C*_t_ method^53^. A list of the primers used for qPCR is provided in Supplementary Table 9.

### Histology and immunofluorescence analysis of histological sections

Ovaries and testes were fixed in Hartman’s fixative (Sigma-Aldrich, H0290) or 4% paraformaldehyde in PBS for 1.5 h or overnight at 4°C. Tissues were dehydrated in ethanol, embedded in paraffin, sectioned to a thickness of 2.5–6 μm and stained with H&E or used for immunofluorescence staining.

For immunofluorescence staining of testes, sections were deparaffinized and then boiled for 18 min in 10 mM pH 6 sodium citrate solution for antigen retrieval. After 45 min blocking with 5% normal donkey serum and 5% bovine serum albumin (BSA) in PBS, sections were incubated for 1 h at room temperature or overnight at 4 °C with the following primary antibodies used at 1:200 dilutions: anti-LINE1 ORF1p (provided by D. O’Carroll, University of Edinburgh), anti-SCP3 (Abcam, ab976672), anti-ZBTB16 (Atlas antibodies, HPA001499) and anti-ɣH2AX (Milipore, 05-636); and at 1:400 dilutions: anti-DDX4 (Abcam, ab27591 and ab13840) and anti-WT1 (Novus Biologicals, NB110-60011). Anti-IAP GAG antibodies (gift from B. R. Cullen) were used at a 1:500 dilution. Anti-mouse or anti-rabbit secondary antibodies conjugated with Alexa 488 or Alexa 594 (1:500; Thermo Fisher Scientific) were incubated for 1 h at room temperature. Nuclei were stained with 1 μg ml^−1^ DAPI for 10 min, slides were mounted in ProLong Diamond Antifade Mountant (Thermo Fisher Scientific) and images were acquired using the DM6000 or Leica SP8 confocal microscope.

### Immunofluorescence staining of oocytes and zygotes

Oocytes and zygotes were fixed and permeabilized with 0.2% Triton X-100 in 4% paraformaldehyde for 30 min at room temperature followed by blocking in 2% BSA in PBS for 1 h or kept in blocking buffer overnight. To visualize the meiotic spindle, MII oocytes were stained with mouse anti-Tubulin (Abcam, ab7750) diluted 1:100 for 1 h at room temperature. To visualize H3K9me3 histone modification, rabbit anti-H3K9me3 (Upstate, 07-442) was used at 1:1,000 dilution overnight at 4 °C. MII oocytes and zygotes were incubated with secondary antibody conjugated with Alexa 488 or Alexa 594 (Thermo Fisher Scientific) diluted at 1:500 for 1 h at room temperature. DNA was stained with 1 μg ml^−1^ DAPI for 10 min. The Leica DM6000 microscope and SP8 confocal microscope were used for data collection, LAS AF LITE 3.3 software (Leica) was used for image processing, and Imaris v.9.6 (Bitplane) was used to determine the length and volume of the spindle and metaphase plate by three-dimensional reconstruction.

### RNA sequencing: sequencing library preparation

For oocyte transcriptome analysis, total RNA was extracted from 6–12 fully-grown oocytes using the Arcturus Picopure RNA isolation kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. RNA-seq libraries were generated using the Ovation RNA-Seq system V2 (NuGEN) followed by the Ovation Ultralow Library system (DR Multiplex System, NuGEN) according to the manufacturer’s protocol. cDNA fragmentation was performed on the Bioruptor sonication device (Diagenode) with 18 cycles of 30 s on and 30 s off at low intensity. Libraries were amplified by 9 cycles of PCR and sequenced by 100-nucleotide single-end reading using the Illumina NovaSeq6000 platform.

For small-RNA-seq analysis of oocytes, at least five oocytes were collected from each animal and were incubated at 75 °C for 3 min to release small RNAs. Small-RNA libraries were prepared using the NextFlex Small-RNA-seq v3 kit (Amplicon) according to the manufacturer’s protocol; 3′ adapter ligation was performed overnight at 16 °C, 25 cycles were used for PCR amplification and gel purification was performed for size selection. For gel purification, libraries were separated on a 2.5% agarose gel using 1× lithium borate buffer and visualized with ethidium bromide. The 140–170 bp fraction was cut off the gel and DNA was isolated using the MinElute Gel Extraction Kit (Qiagen). Final libraries were sequenced by 75-nucleotide single-end reading using the Illumina NextSeq500/550 platform.

For analysis of testicular transcriptomes, total RNA was extracted from adult, 21 d.p.p., 13 d.p.p., 9 d.p.p. and new-born (0 d.p.p.) hamster testes using the Sigma-Aldrich mirPremier microRNA isolation kit according to the manufacturer’s protocol. Ribosomal RNA (rRNA) was depleted from RNA used for transcriptome analysis using the Ribo-Zero rRNA Removal Kit (Human/Mouse/Rat) (Epicentre) or the QIAseq FastSelect–rRNA HMR Kit (Qiagen) according to the manufacturer’s protocols. rRNA depletion was confirmed using the 2100 Bioanalyzer (Agilent Technologies). RNA-seq libraries were generated using the NEBNext Ultra II directional RNA library Prep kit for Illumina (BioLabs, E7765S) according to the manufacturer’s protocol. RNA-seq libraries from adult, 21 d.p.p. and 13 d.p.p. testes were sequenced by 150-nucleotide paired-end reading and RNA-seq libraries from 9 d.p.p. and new-born hamster testes were sequenced by 75-nucleotide single-end reading using the Illumina NextSeq500/550 platform.

For small-RNA-seq analysis of testes, total RNA isolated as described above was used with the NextFlex Small-RNA-seq v3 kit (Amplicon). Libraries were prepared according to the manufacturer’s protocol with 3′ adapter ligation overnight at 16 °C, 15 cycles of PCR amplification and NextFlex beads or gel purification (described above) was used for size selection. RNA-seq libraries were sequenced by 75-nucleotide single-end reading using the Illumina NextSeq500/550 platform or 100-nucleotide single-end reading using NovaSeq6000 platform. A list of the analysed sequencing libraries is provided in Supplementary Table 10. Raw data were deposited at the Gene Expression Omnibus (GEO: GSE164658).

### Bisulfite sequencing: library preparation

For bisulfite sequencing, ten fully grown GV oocytes (an equivalent of 40 haploid genomes and 80 single-stranded DNAs after bisulfite conversion) were directly subjected to EZ DNA Methylation-Direct kit (Zymo Research) for bisulfite conversion with the following modifications: samples were digested with proteinase K at 50 °C for 35 min and bisulfite conversion was performed as follows: 98 °C for 6 min, 64 °C for 30 min, 95 °C for 1 min, 64 °C for 90 min, 95 °C for 1 min and 64 °C for 90 min. DNA libraries were prepared using the EpiNext Post-Bisulfite DNA library Preparation kit according to the manufacturer’s protocol, with 22 PCR cycles used for amplification. The final DNA libraries were sequenced by 250-nucleotide paired-end sequencing on the Illumina NovaSeq6000 platform.

### Bioinformatics analyses

#### RNA-seq and differential gene expression analysis

Raw RNA-seq reads were mapped to mouse (mm10), human (hg38), cow (bosTau9), rat (rn6), golden hamster (mesAur1) and the newest golden hamster (PRJDB10770)^11^ genomes using STAR v.2.7.3a^54^ with following parameters:

STAR --readFilesIn $ {FILE}.fastq.gz --genomeDir $ {GENOME_INDEX} --runThreadN 12 --genomeLoad LoadAndRemove --limitBAMsortRAM 20000000000 --readFilesCommand unpigz –c --outFileNamePrefix $ {FILENAME} --outSAMtype BAM SortedByCoordinate --outReadsUnmapped Fastx --outFilterMultimapNmax 5000 --winAnchorMultimapNmax 5000 --seedSearchStartLmax 30 --alignTranscriptsPerReadNmax 30000 --alignWindowsPerReadNmax 30000 --alignTranscriptsPerWindowNmax 300 --seedPerReadNmax 3000 --seedPerWindowNmax 300 --seedNoneLociPerWindow 1000 --outFilterMultimapScoreRange 0 --outFilterMismatchNoverLmax 0.05 --sjdbScore 2

Those parameters were chosen to optimize mapping for quantification of transposable elements^55^.

For analysis of expression of protein coding genes, reads were mapped with maximum of 20 multimapping alignments allowed. Reads mapped to mesAur1 were counted over exon features annotated by Ensembl (release 99) using featureCounts v.2.0.0 (ref. ^56^):

featureCounts -a $ {FILE}.gtf -o $ {FILE}.counts.txt $ {FILE}.bam -T 12 -F GTF -M -O --fraction

For the paired-end libraries -p flag was added. For the stranded libraries, -s 2 flag was added. Statistical significance and fold changes in gene expression were computed in R (https://www.R-project.org/) using DESeq2 package^57^. Genes were considered to be significantly upregulated or downregulated if their corresponding adjusted *P* values were smaller than 0.01. Principal component analysis was computed on counts data that were transformed using the regularized logarithm (rlog) function.

For the heat map showing the expression of piRNA factors in testes and oocytes of four mammalian species (Fig. 1a), the following publicly available datasets were used: bovine oocyte GSE52415 (ref. ^58^), bovine testis PRJNA471564 (ref. ^59^), human oocyte GSE72379 (ref. ^60^), human testis GSE74896 (ref. ^61^), mouse oocyte GSE116771 (ref. ^62^), mouse testis GSE49417 (ref. ^63^), rat oocyte GSE137563 (ref. ^64^) and rat testis GSE53960 (ref. ^65^). Read mapping coverage was visualized in the UCSC Genome Browser by constructing bigWig tracks using the UCSC tools^66^.

#### Small-RNA-seq analysis of testes

Small-RNA-seq reads were trimmed in two rounds using bbduk.sh v.38.87 (https://jgi.doe.gov/data-and-tools/bbtools/). First, the NEXTflex adapter was trimmed from the right end:

bbduk.sh -Xmx20G threads=6 in=$ {FILE}.fastq.gz out=$ {FILE}.atrim.fastq.gz literal= TGGAATTCTCGGGTGCCAAGG stats=$ {FILE}.atrim.stats overwrite=t ktrim=r k=21 rcomp=f mink=10 hdist=1 minoverlap=8

Next, four random bases from both sides of the reads were trimmed:

bbduk.sh -Xmx20G threads=6 in=$ {FILE}.atrim.fastq.gz out=$ {FILE}.trimmed.fastq.gz stats=$ {FILE}.ftrim.stats overwrite=t forcetrimright2=4 forcetrimleft=4 minlength=18

Trimmed reads were mapped to the genomes using the following parameters:

STAR --readFilesIn $ {FILE}.fastq.gz --genomeDir $ {GENOME_INDEX} --runThreadN 12 --genomeLoad LoadAndRemove --limitBAMsortRAM 20000000000 --readFilesCommand unpigz –c --outFileNamePrefix $ {FILENAME} --outSAMtype BAM SortedByCoordinate --outReadsUnmapped Fastx --outFilterMismatchNmax 1 --outFilterMismatchNoverLmax 1 --outFilterMismatchNoverReadLmax 1 --outFilterMatchNmin 16 --outFilterMatchNminOverLread 0 --outFilterScoreMinOverLread 0 --outFilterMultimapNmax 5000 --winAnchorMultimapNmax 5000 --seedSearchStartLmax 30 --alignTranscriptsPerReadNmax 30000 --alignWindowsPerReadNmax 30000 --alignTranscriptsPerWindowNmax 300 --seedPerReadNmax 3000 --seedPerWindowNmax 300 --seedNoneLociPerWindow 1000 --outFilterMultimapScoreRange 0 --alignIntronMax 1 --alignSJDBoverhangMin 999999999999

#### Small-RNA-seq analysis of oocytes

Small-RNA-seq reads were trimmed using bbduk.sh v.38.87:

bbduk.sh -Xmx20G threads=6 in=$ {FILE}.fastq.gz out=$ {FILE}.atrim.fastq.gz literal= TGGAATTCTCGGGTGCCAAGG stats=$ {FILE}.atrim.stats overwrite=t ktrim=r k=21 rcomp=f mink=10 hdist=1 minoverlap=8

Libraries were then deduplicated from PCR duplicates. First, using custom scripts (available at https://github.com/fhorvat) both UMI sequences from the read (four random nucleotides from each end of the trimmed read) were added to the read header. UMI sequences were then removed from read sequence using Cutadapt v.2.10 (ref. ^67^):

cutadapt -u 4 -o ${FILE}.trim_1.fastq -j 6 ${FILE}.umi.fastqcutadapt -m 18 -u -4 -o ${FILE}.trim_2.fastq -j 6 ${FILE}.trim_1.fastqTrimmed reads were then mapped to the new golden hamster genome using STAR 2.7.3a:STAR --readFilesIn $ {FILE}.dedup.fastq.gz --genomeDir $ {GENOME_INDEX} --runThreadN 12 --genomeLoad LoadAndRemove --limitBAMsortRAM 20000000000 --readFilesCommand unpigz –c --outFileNamePrefix $ {FILENAME} --outSAMtype BAM SortedByCoordinate --outReadsUnmapped Fastx --outFilterMismatchNmax 1 --outFilterMismatchNoverLmax 1 --outFilterMismatchNoverReadLmax 1 --outFilterMatchNmin 16 --outFilterMatchNminOverLread 0 --outFilterScoreMinOverLread 0 --outFilterMultimapNmax 5000 --winAnchorMultimapNmax 5000 --seedSearchStartLmax 30 --alignTranscriptsPerReadNmax 30000 --alignWindowsPerReadNmax 30000 --alignTranscriptsPerWindowNmax 300 --seedPerReadNmax 3000 --seedPerWindowNmax 300 --seedNoneLociPerWindow 1000 --outFilterMultimapScoreRange 0 --alignIntronMax 1 --alignSJDBoverhangMin 999999999999

Next, UMI tools v.1.1.1 (ref. ^68^) was used on mapped .bam files to deduplicate them:

umi_tools dedup --method=directional --multimapping-detection-method=NH -I ${FILE}.trim_1.fastq --output-stats=${FILE}.dedup_stats --log=${FILE}.dedup_log.txt -S ${FILE}.dedup.bam.

Final .fastq files were generated from deduplicated mapped reads .bam files using samtools v.1.10 (ref. ^69^):

samtools fastq -@ 12 ${FILE}.dedup.bam > ${FILE}.dedup.fastq

Those deduplicated reads were then mapped to the genomes using same STAR 2.7.3a with same parameters as above.

#### Definition of hamster piRNA clusters in testes and their analysis

Small-RNA-seq analysis of whole testes was used to distinguish pre-pachytene pre-meiotic piRNAs and meiotic pachytene piRNAs as 9 d.p.p. and 13 d.p.p. testes contain only pre-meiotic spermatogonia, whereas spermatogenesis in pubertal hamsters reaches the pachytene stage at 21 d.p.p. (ref. ^28^). piRNA clusters in testes were defined using custom R scripts as follows:

1. The genome was divided into 1 kb windows and, for each window, alignments of 24–31-nucleotide reads were counted with fractional counts. Counts were normalized to the total number of 19–32-nucleotide reads in millions into RPM. RPMs were then normalized to the length of windows without counting gaps in assembly (N nucleotides) into RPKM values. Windows with RPKM < 1 were removed.
2. For pre-pachytene clusters, neighbouring tiles were merged into clusters if their log_2_-transformed fold changes of knockout/wild-type RPKMs at 9 d.p.p. and 13 d.p.p. were lower than −2. For pachytene clusters, neighbouring tiles were merged into clusters if their log_2_-transformed fold changes of knockout/wild-type RPKMs at 21 d.p.p. were lower than −2 and log_2_-transformed fold changes of knockout/wild-type RPKMs at 13 d.p.p. were higher than −2.
3. Next, clusters were merged into superclusters if they were at most 2 kb apart.
4. Clusters were manually curated and the final RPKM values were recalculated.

For further analysis, we selected loci with a piRNA density of greater than 10 RPM per kilobase for 9 d.p.p. and 13 d.p.p. pre-pachytene piRNAs and 100 RPM for 21 d.p.p. pachytene piRNAs (Extended Data Fig. 1a).

#### Definition of hamster piRNA clusters in oocytes and their analysis

For defining oocytic piRNA clusters, we took advantage of existing analysis of PIWIL1- and PIWIL3-associated small RNAs in the oocyte identified by Ishino et al.^11^. In brief, the genome was divided into 1 kb windows and, for each window, alignments of PIWIL1- and PIWIL3-associated reads were counted with fractional counts. Counts were normalized to the total number of reads in millions into RPM. Next, RPMs were normalized to the length of windows without counting gaps in assembly (N nucleotides) into RPKM values. Windows with RPKM < 1 were removed. Finally, clusters were merged into superclusters if they were at most 2 kb apart and expression of small-RNA-seq reads in oocyte samples was calculated using fractional counts.

Only clusters with a minimum of 10 RPMs in PIWIL1 or PIWIL3 IP samples and a minimum of 10 RPMs average for combined 18–20 and 24–32 reads (excluding the 21–23-nucleotide miRNA/siRNA-rich population) in WT oocyte samples were used for subsequent analysis.

#### Gene Ontology annotation analysis

Gene Ontology annotation analysis was performed using the clusterProfiler^70^ R package.

#### piRNA sequence logos

The sequence logos (Extended Data Fig. 1e) were calculated from the primary alignments only. First, only the reads with aligned first nucleotide were selected (all reads with a clipped 5′ end were removed). Reads mapped within the piRNA clusters were then selected. The 25–31-nucleotide-long reads were used for drawing the sequence logo^71^.

#### Annotation of transposable elements

Transposable elements in new golden hamster assembly were annotated using RepeatMasker (v.4.0.9)^72^ using the mouse repeats database as the closest available annotated organism. In summarizing the expression of transposable element groups, each read was counted only once using a custom R script.

#### Bisulfite sequencing

Raw bisulfite sequencing reads were trimmed using the following parameters:

bbduk.sh -Xmx20G threads=12 in1=$ {FILE}_1.txt.gz in2=$ {FILE}_2.txt.gz out1=$ {BASE}_1.trim.txt.gz out2=$ {BASE}_2.trim.txt.gz outs=$ {BASE}_s.trim.txt.gz stats=$ {BASE}.stats literal=AGATCGGAAGAGC overwrite=t ktrim=r k=12 rcomp=t mink=8 hdist=1 minoverlap=8 minlength=25 minlength=50 tbo

Trimmed reads were mapped to the genome using Bismark^73^:

bismark --non_directional --parallel 4 --unmapped --output_dir. --temp_dir.--genome_folder $ {BISMARK_INDEX } -1 $ {FILE}_1.trim.txt.gz -2 $ {FILE}_2.trim.txt.gz $ {FILE}_s.trim.txt.gz

Next, to remove alignments arising from excessive PCR amplification, alignments were deduplicated using the deduplicate_bismark script. Methylation information for individual cytosines was then extracted using bismark_methylation_extractor. For analysis of full-length intact consensus sequences, reads were first mapped to the genome. Next, reads mapping to individual full-length intact insertions were extracted and mapped again to full-length intact consensus sequences.

### Statistics and reproducibility

All statistical analyses were performed in R software environment (https://www.R-project.org/). For transcriptome analyses, the DESeq2 package was used, which internally uses two-sided Wald test and corrects *P* values for multiple comparisons using the Benjamini–Hochberg method. DESeq2 *P* < 0.01 was considered to be significant. The *χ*^2^ test from base R was used for analysis of the Mendelian distribution of genotypes after crossing heterozygotes and for comparison of germ cell numbers in seminiferous tubules. *P* < 0.05 was considered to be significant in all tests. For the box plots of the nucleotide exchange rate analyses, the median (box centre) and first and third quartiles (bounds of box) are shown, and the whiskers extend from the bounds to the values no lower (minimum) or higher (maximum) than 1.5 × interquartile range. RT–qPCR analysis of expression changes used the ΔΔ*C*_t_ method in the REST tool^53^. The error bars delineate the 95% confidence interval estimated by REST.

In general, experiments were performed with at least duplicate independent biological samples. The number of replicates was influenced by the limited availability of the biological material stemming from time-consuming and laborious hamster breeding. The sample sizes and numbers of replicates are provided in the figure captions and, for RNA-seq analyses, in Supplementary Table 10.

No statistical method was used to predetermine the sample sizes. Two RNA-seq libraries from hamster oocytes, which were outliers in PCA and had poor quality/low complexity (clearly because of a limited amount of starting material), were excluded from analysis. Furthermore, matings where fertilization did not occur (evidenced by the absence of pronucleus formation and a lack of the presence of paternal DNA in unfertilized eggs) were excluded from the preimplantation development analysis.

The experiments were not strictly randomized as they depended on a limited amount of available biological material. However, this also precluded any deliberate selection of samples. The investigators were not blinded to allocation during the experiments and outcome assessment because of integrated animal breeding, genotyping and phenotype analysis. All replications were successful.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-021-00746-2.

## Supplementary information

Supplementary Information Supplementary Text, References and Data 1–5.

Reporting Summary

Peer Review Information

Supplementary Tables Supplementary Table 1: 9 d.p.p. pre-pachytene piRNA clusters. Supplementary Table 2: 13 d.p.p. pre-pachytene piRNA clusters. Supplementary Table 3: 21 d.p.p. pachytene piRNA clusters. Supplementary Table 4: mating performance. Supplementary Table 5: DEGs in *Mov10l1*^–/–^ GV oocytes (DESeq2, *P* < 0.01). Supplementary Table 6: oocyte piRNA clusters. Supplementary Table 7: DEGs in *Mov10l1*^–/–^ 9 d.p.p. testes (DESeq2, *P* < 0.01). Supplementary Table 8: DEGs in *Mov10l1*^–/–^ new-born testes (DESeq2, P < 0.01). Supplementary Table 9: primers. Supplementary Table 10: list of RNA-seq libraries produced during this study. Raw data were deposited at the GEO (GSE164658).

## Data Availability

All data are available in the main text or the Supplementary Information. High-throughput sequencing data have been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE164658. Previously published data that were reanalysed here are available under accession codes GSE5241556, PRJNA471564, GSE7237958, GSE7489659, GSE11677160, GSE4941761, GSE13756362 and GSE5396063. All other data supporting the findings of this study are available from the corresponding authors on reasonable request. Inquiries concerning the hamster piRNA pathway analysis should be directed to P.S. (), inquiries concerning hamster animal model and its genome manipulation (iGONAD) should be directed to A.O. (). Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 1 Unprocessed western blots.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 2 Unprocessed gels.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 6 Statistical source data.
Source Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 3 Unprocessed gels.
Source Data Extended Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 7 Statistical source data.

# Supplementary material for: Formation of spermatogonia and fertile oocytes in golden hamsters requires piRNAs
**Source:** Nat Cell Biol. 2021 Sep 6;23(9):992–1001. doi: 10.1038/s41556-021-00746-2
**Supplement:** Supplementary file 1 — Supplementary Text, References and Data 1–5.

---

**Supplementary information**

---

**Formation of spermatogonia and fertile oocytes in golden hamsters requires piRNAs**

---

In the format provided by the  
authors and unedited

## Supplementary Information

### Formation of spermatogonia and fertile oocytes in hamsters requires piRNAs

Zuzana Loubalova<sup>1†</sup>, Helena Fulka<sup>1,†‡</sup>, Filip Horvat<sup>1,2</sup>, Josef Pasulka<sup>1</sup>, Radek Malik<sup>1</sup>, Michiko Hirose<sup>3</sup>, Atsuo Ogura<sup>3,4\*</sup>, Petr Svoboda<sup>1\*</sup>

## Table of Content

Supplementary Text

Supplementary References

|                      |                                                      |
|----------------------|------------------------------------------------------|
| Supplementary Data 1 | ERV K LTR retrotransposon nucleotide exchange rates  |
| Supplementary Data 2 | Other LTR retrotransposon nucleotide exchange rates  |
| Supplementary Data 3 | MaLR LTR retrotransposon nucleotide exchange rates   |
| Supplementary Data 4 | Golden hamster IAP full-length intact insertions     |
| Supplementary Data 5 | Golden hamster LINE L1 full-length intact insertions |

## Supplementary text

### *Hamster postnatal testicular piRNA analysis*

Consistent with mouse data<sup>74</sup>, pachytene piRNAs dominated the small RNA population at 21 dpp, their length peaked at 30 nt (Extended Data Fig. 1), most of them originated from a limited (~100) number of typically intergenic loci, and were absent at 9 dpp and minimal at 13 dpp. For further analysis we used 116 clusters with >100 RPM (Supplementary Table 3). When ranked by the contribution to the piRNA pool at 21 dpp, the first 20 clusters contributed 53% of 24-31 nt small RNAs and were syntenic with piRNA-producing loci in mouse, bovine and human testes (Supplementary Table 3). The first 50 clusters produced majority (>90%) of 24-31 nt small RNAs in 21 dpp testes and >90% were syntenic with piRNA clusters in the mouse genome (Supplementary Table 3). Most of pachytene piRNAs started with U, a small fraction of pachytene piRNAs carried non-templated U additions at the 3' end (Extended Data Fig. 1e). 10A, the signature of the “ping-pong” mechanism, was weak if any in pachytene piRNAs (Extended Data Fig. 1e).

### *Hamster retrotransposon analysis*

As one of the key roles of piRNAs is repression of retrotransposons, we determined the hamster retrotransposon complement in order to reveal potentially active retrotransposons, their expression, and abundance of sense and antisense piRNAs carrying their sequences. Although some information could be extracted from the published *Mesocricetus auratus* Mesaur1.0 and *Cricetulus griseus* (Chinese hamster) criGriChoV2 genomes, this analysis was fragmentary owing to the incompleteness of the golden hamster genome and sequence divergence of the Chinese hamster genome. For analysis of solo long-terminal repeats (LTRs) and other short retrotransposon insertions, Mesaur 1.0 could yield acceptable results<sup>27</sup> but for long autonomous retrotransposon analysis, it was inadequate. For example, Mesaur1.0 contains several larger fragments of IAP retrotransposon covering most of its internal sequence but not a single full-length element matching the published full-length IAP sequence<sup>75</sup>. L1 retrotransposon insert assemblies are even worse in Mesaur1.0. Although this could be partially remedied by using Chinese hamster genome data and raw sequencing data from Mesaur 1.0, the situation was problematic for rigorous analysis of golden hamster retrotransposons.

The issue was solved by Ishino et al. who re-sequenced and re-assembled the golden hamster genome to a quality, which enabled a rigorous analysis<sup>11</sup>. Subsequently, we annotated retrotransposons using the RepeatMasker and de-novo RepeatModeler. Good concordance between the two annotations

suggested that no element group was missed by RepeatMasker. We subsequently followed RepeatMasker annotation to maintain consistence with annotated murine TE groups.

#### *L1 elements in the hamster genome*

The most successful autonomous TEs invading mammalian genomes are L1 elements<sup>32</sup>, which represents non-LTR Long Interspersed Element (LINE) class. Analysis of nucleotide exchange rates of L1 subfamilies in mouse and hamster genomes revealed divergent L1 evolution in mouse and hamster lineages (Extended Data Fig. 2d). Murine L1Md subfamilies, which gave rise to most murine full-length intact L1 elements<sup>33</sup>, showed minimal nucleotide exchange rates. Relatively low nucleotide exchange rates were observed for additional murine L1 subfamilies (Extended Data Fig. 2d). In contrast, hamster L1 subfamilies had relatively high nucleotide exchange rates except for the Lx5 subfamily, which apparently gave rise to the youngest L1 pool in the golden hamster genome (Extended Data Fig. 2d). This notion was consistent with identification of 110 full-length intact insertions, 108 of which came from the Lx5 subfamily (Supplementary Data 5). Analysis of Chinese hamster (*Cricetulus griseus*) genome criGriChoV2 revealed 103 of full-length intact L1 insertions but most of them were annotated L1\_1 and only 11 as Lx6 suggesting that a different closely-related L1 subfamilies expanded in both hamster species. The number of golden hamster full-length intact L1s is comparable to the 146 full-length intact L1s in the human genome but is much smaller than the 492 in the rat genome or the 2,811 in the mouse genome<sup>33</sup>.

#### *LTR elements in the hamster genome*

Another main type of autonomous TEs are long terminal repeat (LTR) retrotransposons. There are three main mouse LTR retrotransposon classes (reviewed in<sup>76</sup>): ERV1 (Class I), ERVK (Class II), and ERVL (Class III), which comprise 0.7%, 3.1% , and 5.5% of the mouse genome, respectively. Analysis of LTR retrotransposons included inspection of nucleotide substitution rates of hundreds of different repeat subfamilies from ERV1, ERVK, ERVL classes (Supplementary Data 1-3), from which we selected for further analysis a representative set of LTR retrotransposons of various age and type (Extended Data Fig. 2a).

We observed distinct divergent evolution of LTR retrotransposons in golden hamster and mouse genomes since their last common ancestor characterized by presence of young ERVK and absence of young ERVL retrotransposons. The ERVK class appeared as the most recently expanded

retrotransposon class when considering nucleotide substitution rate in retrotransposons insertions (Supplementary Data 1 and Extended Data Fig. 2a).

The ERVK class includes Intracisternal A Particle (IAP) retrotransposon, the currently only active autonomous LTR retrotransposon in the mouse genome<sup>77</sup>. IAP retrotransposons evolved in hamsters and mice from an ancestral retrovirus<sup>29,30</sup>. A notable expansion during the hamster genome evolution was observed among ERVK family retrotransposons, exemplified by MYSERV and IAP elements (Supplementary Data 1 and Extended Data Fig. 2c). Within the IAP retrotransposon family, which exhibited the lowest substitution rate, IAPLTR3 and IAPLTR4 subfamilies of IAP sequences exhibited minimal nucleotide exchange rates (Extended Data Fig. 2c) suggesting very recent or ongoing retrotransposition. Indeed, we identified 110 full-length intact IAP insertions in the golden hamster genome, which were classified as IAPLTR3/4 (Supplementary Data 4) while the IAPE subgroup is active in mice<sup>31</sup>. Remarkably, IAP-derived piRNAs were the second most abundant TE-targeting piRNAs after MYSERV-derived piRNAs at 9 dpp (Fig. 1c and Extended Data Fig. 2a). Consistent with that, we observed high abundances of pre-pachytene and pachytene piRNAs antisense to full-length intact IAP (Fig. 1d).

The ERVL class is an assorted group of elements, which includes the Mouse Endogenous Retrovirus type-L (MuERV-L). MuERV-L amplified in the mouse genome recently but it no longer retrotransposes despite it is transcriptionally activated during the mouse zygotic genome activation<sup>78,79</sup>. Non-autonomous Mammalian apparent LTR Retrotransposons (MaLRs), which expanded in the mouse genome despite they lack any protein-coding capacity<sup>80</sup>, are ERVL class, which is sometimes classified as a separate ERVL-MaLR group. Notably, there was no support for ongoing or recent expansion of autonomous ERVL elements in the hamster genome (Supplementary Data 2 and Extended Data Fig. 2a). This was consistent with higher substitution rates of MaLR family of non-autonomous LTR elements, whose mobility requires functional autonomous ERVL elements (Supplementary Data 3 and Extended Data Fig. 2b). This contrasts with evolution of the mouse genome, where two distinct amplification bursts of MuERV-L retrotransposon occurred around 10 and 2 MYA<sup>78</sup>. MuERV-L expansion in the mouse genome presumably mobilized MaLR and gave rise to large MTA and ORR1A subfamilies, which have low substitution rates in the mouse genome but are absent in the golden hamster genome<sup>27</sup>.

Taken together, *M. auratus* and *M. musculus* genomes carry full-length intact copies of L1 and IAP retrotransposons but these retrotransposon populations represent independent retrotransposon expansion events. Full-length intact L1 load in the hamster genome is reminiscent of that in the human genome and ten times lower than that in the mouse genome. The hamster genome was not subjected to a recent ERVL class expansion, which is observed in the mouse genome but exhibits some recent mobilization of the ERV1 class elements MuLV and LTRIS (Extended Data Fig. 2a).

## Supplementary References

- 74 Gan, H. *et al.* piRNA profiling during specific stages of mouse spermatogenesis. *RNA* **17**, 1191-1203, doi:10.1261/rna.2648411 (2011).
- 75 Ono, M., Toh, H., Miyata, T. & Awaya, T. Nucleotide sequence of the Syrian hamster intracisternal A-particle gene: close evolutionary relationship of type A particle gene to types B and D oncovirus genes. *Journal of virology* **55**, 387-394 (1985).
- 76 Mager, D. L. & Stoye, J. P. Mammalian Endogenous Retroviruses. *Microbiol Spectr* **3**, MDNA3-0009-2014, doi:10.1128/microbiolspec.MDNA3-0009-2014 (2015).
- 77 Kuff, E. L. & Lueders, K. K. The intracisternal A-particle gene family: structure and functional aspects. *Adv Cancer Res* **51**, 183-276 (1988).
- 78 Costas, J. Molecular characterization of the recent intragenomic spread of the murine endogenous retrovirus MuERV-L. *Journal of molecular evolution* **56**, 181-186, doi:10.1007/s00239-002-2392-3 (2003).
- 79 Kigami, D., Minami, N., Takayama, H. & Imai, H. MuERV-L is one of the earliest transcribed genes in mouse one-cell embryos. *Biol Reprod* **68**, 651-654 (2003).
- 80 Smit, A. F. Identification of a new, abundant superfamily of mammalian LTR-transposons. *Nucleic Acids Res* **21**, 1863-1872 (1993).

### **Supplementary Data 1 to 3**

All boxplots in Supplementary Data 1-3 were constructed from 200 randomly selected insertion sequences (or all insertions if there was less than 200 of them). The internal line in the boxplot represents median and bounds of box the 1<sup>st</sup> and the 3<sup>rd</sup> quartile; whiskers extends to values no lower (minima) or higher (maxima) than  $1.5 * \text{IQR}$  (interquartile range).

Supplementary Data 1 ERVK LTR retrotransposon nucleotide exchange rates

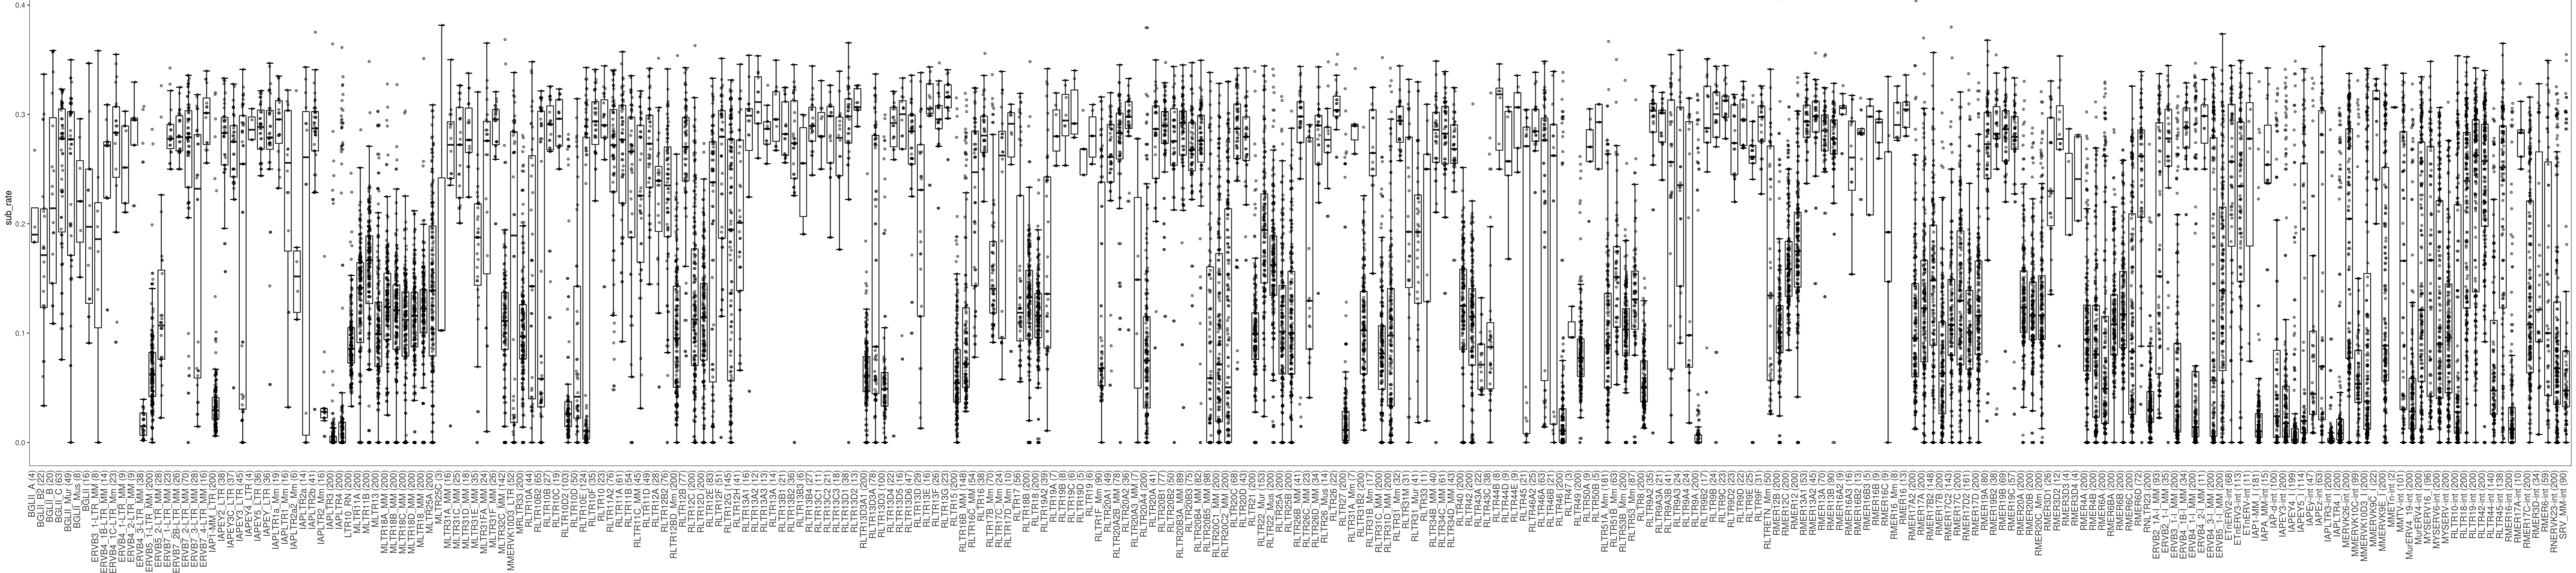

## Other LTR retrotransposon nucleotide exchange rates

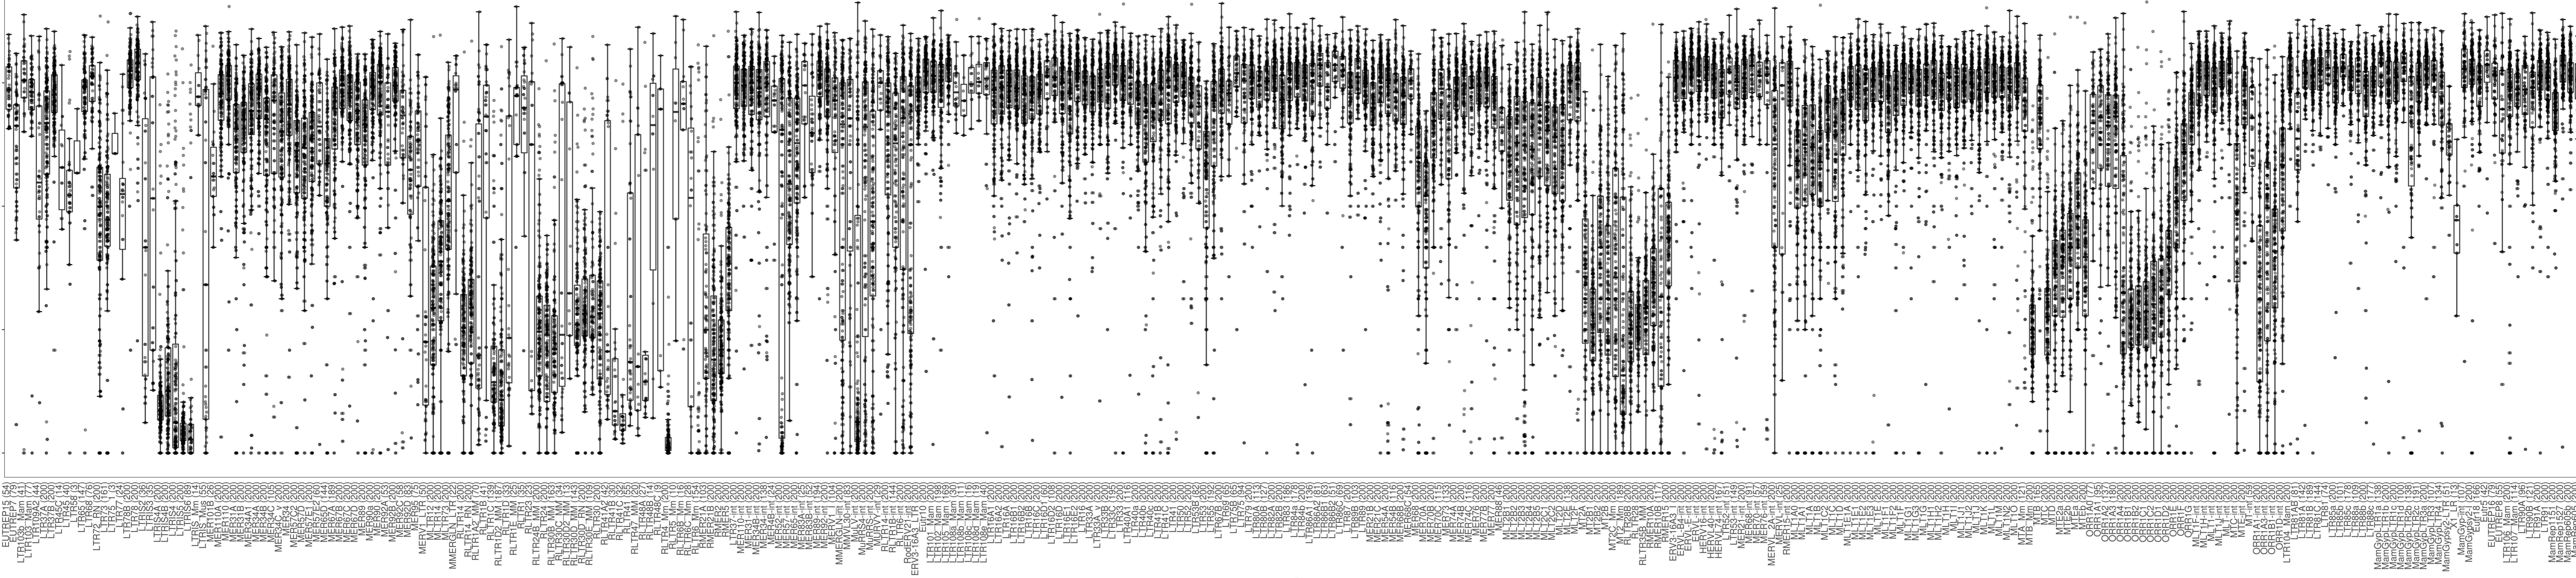

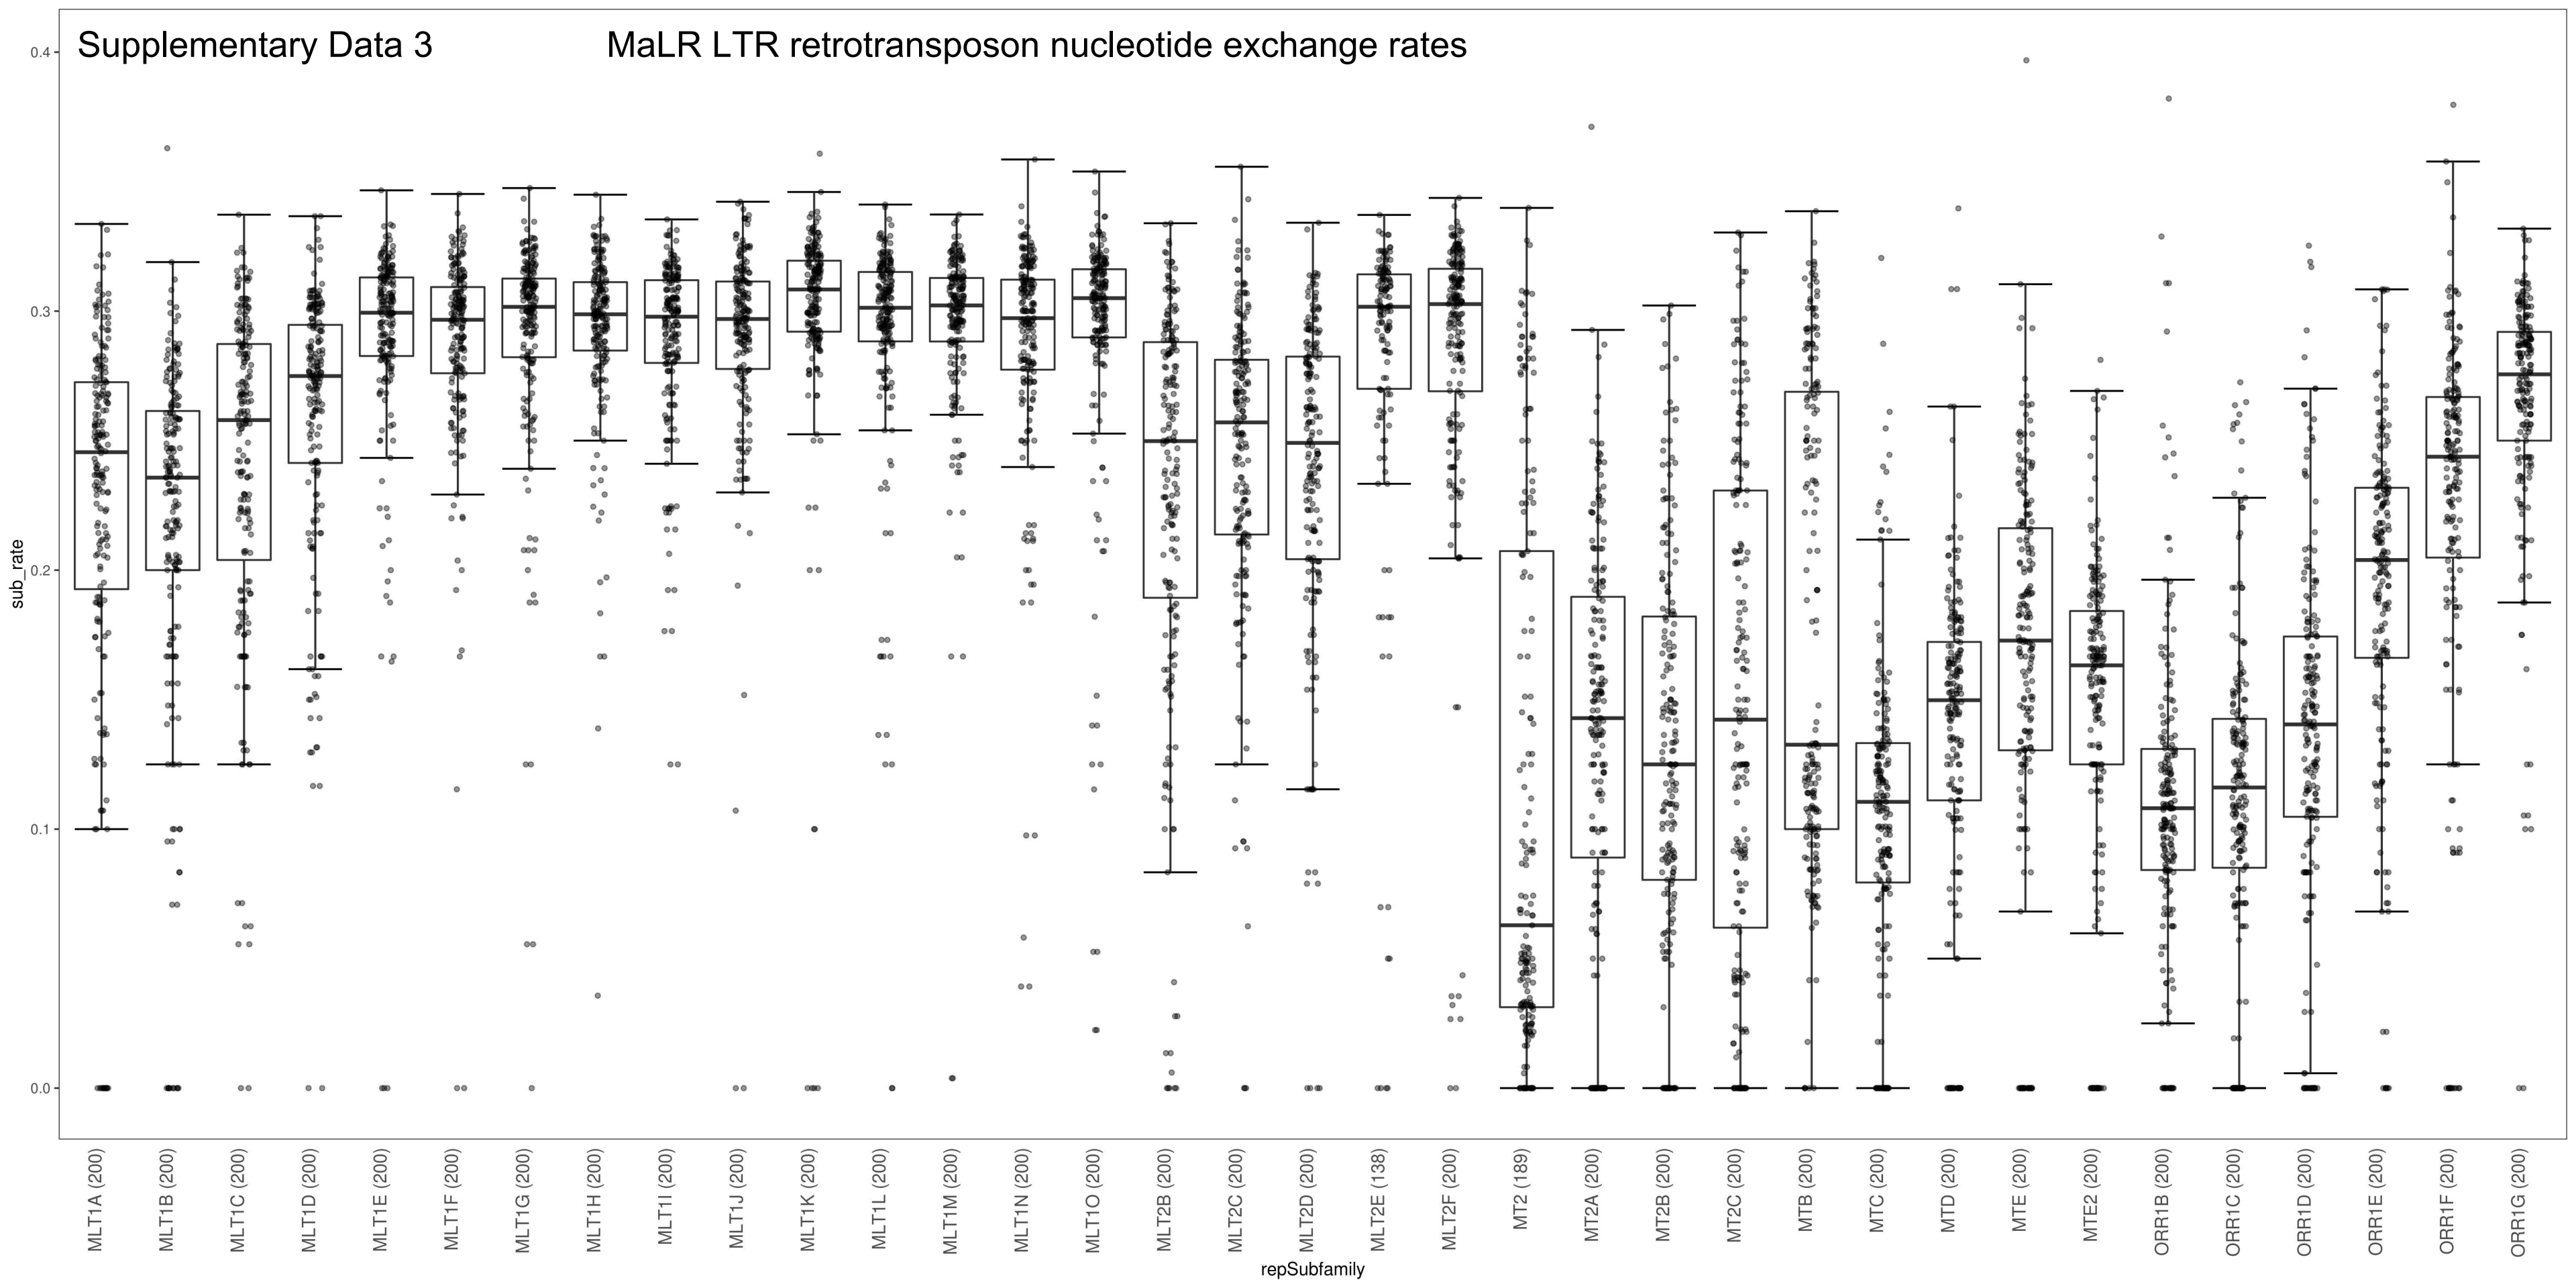

].

[illegible][illegible]

[illegible]

&gt;IABLTR3 1854531

[illegible]

>IAPLTR3.3809979

[illegible]

>IAPLTR3.3391277

[illegible]

>IAPLTR3.3879340

[illegible]

>IAPLTR3.819544

[illegible]

[illegible]

[illegible][illegible][illegible][illegible]

[illegible][illegible]

[illegible]

[illegible]

>IAPLTR3.2571193

[illegible]

>IAPLTR3.546568

[illegible]

>IAPLTR3.4039526

[illegible]

>IAPLTR3.3559589

[illegible]

>IAPLTR3.1754286

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible][illegible][illegible][illegible][illegible]

[illegible]

[illegible]

[illegible][illegible]

Full-length intact LINE L1 retrotransposon inserts in FASTA format from hamster genome from [11].

[illegible]

[illegible]

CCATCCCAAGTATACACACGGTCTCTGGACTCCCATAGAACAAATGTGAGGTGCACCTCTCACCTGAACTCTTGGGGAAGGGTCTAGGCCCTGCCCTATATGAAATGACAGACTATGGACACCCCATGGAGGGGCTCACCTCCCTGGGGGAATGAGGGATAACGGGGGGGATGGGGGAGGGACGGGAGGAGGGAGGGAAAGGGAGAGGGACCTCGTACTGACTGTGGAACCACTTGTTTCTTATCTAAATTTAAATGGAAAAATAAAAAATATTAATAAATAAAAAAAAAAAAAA

>Lx5.3106010

>Lx5.3120881

>Lx5.3124274

>Lx5.3198273

>Lx5.3348503  
AAGTTAATATTAT

# Supplementary material for: Formation of spermatogonia and fertile oocytes in golden hamsters requires piRNAs
**Source:** Nat Cell Biol. 2021 Sep 6;23(9):992–1001. doi: 10.1038/s41556-021-00746-2
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Microscopy images were obtained using Leica DM6000 and SP8 firmware.

**Data analysis** Microscopy images were visualized and formatted in LAS AF LITE 3.3 (Leica), and quantitatively analyzed using the Imaris 9.6 software (Bitplane AG).

Detailed description of software used for sequence data analyses, including original references, is provided in the subsection Bioinformatic analyses in the Methods section. Briefly, the following existing packages, algorithms, and scripts were used: STAR 2.7.3a aligner, featureCounts v2.0.0, DESeq2 package, UCSC tools, bbdut.sh 38.87, Cutadapt 2.10, UMI tools 1.1.1., clusterProfiler, RepeatMasker 4.0.9, Bismark (deduplicate\_bismark, bismark\_methylation\_extractor), and samtools 1.10.

The code used for bioinformatic data analysis is available here: [https://github.com/fhorvat/bioinfo\\_repo/tree/master/papers/piRNA\\_2021](https://github.com/fhorvat/bioinfo_repo/tree/master/papers/piRNA_2021).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data are available in the main text or the supplementary materials. High-throughput sequencing data access to original results in the manuscript: GSE164658. Previously published data that were re-analyzed: GSE5241556, PRJNA47156457, GSE7237958, GSE7489659, GSE11677160, GSE4941761, GSE13756362, and GSE5396063.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size was calculated, the number of replicates was determined by availability of the limited material. All results were replicated at least twice or done in duplicates, except of the bisulfite sequencing of the genome, which was done once on a pool of oocytes because of the limited amount of material. Numbers of replicates in transcriptome analyses are apparent from the Supplementary Table 10.                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Data exclusions | We excluded two RNA sequencing libraries produced from hamster oocyte transcriptome analysis. These two libraries were outliers in PCA and had poor quality/low complexity because of the limited amount of the starting material. In addition, we excluded from the preimplantation development analysis those matings where fertilization did not occur (evidenced by the absence of pronucleus formation and lack of paternal DNA presence in unfertilized eggs).                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | Key experiments were independently replicated using at least two biological replicates. Numbers of replicates are indicated in methods, figure legends or description of sequencing libraries. All attempts at replication were successful. Furthermore, post-zygotic sterile phenotype of Mov10l1 knock-out was independently replicated in a co-submitted manuscript from Haruhiko Siomi's group (Hasuwa et al. Production of functional oocytes requires maternally expressed PIWI genes and piRNAs in golden hamsters, 2021; <a href="https://doi.org/10.1101/2021.01.27.428354">https://doi.org/10.1101/2021.01.27.428354</a> ) and in a preprint from Jianmin Li's lab (Zhang H. et al., piRNA pathway is essential for generating functional oocytes in golden hamster; <a href="https://doi.org/10.1101/2021.03.21.434510">https://doi.org/10.1101/2021.03.21.434510</a> ). |
| Randomization   | Planned sampling randomization was not implemented in this study because the project relied on genetically modified hamsters where the specific aspects of their breeding and supply of animals made limited sample availability. Accordingly, animals with required genotypes were used for experiments as they were produced, i.e. samples were not strictly randomized but were not deliberately chosen either.                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Blinding        | Blinding was not implemented. First, mutant phenotypes were expected to be of qualitative nature and their analysis should not be subconsciously biased. Particularly blinding sterile phenotype analyses where mutants have atrophic testes and obvious histological defects would not bring any benefit. Second, limited human resources did not allow separating management of the animal colony, mating & genotyping, and sample preparation from data acquisition and analysis.                                                                                                                                                                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Antibody use including antibody origin (western blotting and immunofluorescence) is described in detail in methods. Here is just the list of used antibodies:

primary antibodies:

anti-DDX4 (Abcam, #ab27591 and #ab13840)

anti-γH2AX (Milipore, #05-636)

anti-H3K9me3 (Upstate (Merck-Millipore) #07-442)

anti-IAP GAG (non-commercial, a gift from B.R. Cullen, Duke University)

anti-LINE1 ORF1p (non-commercial, a gift from Dónal O'Carroll, University of Edinburgh)

anti-MOV10L1 (non-commercial, a gift from P. Jeremy Wang, University of Pennsylvania)

anti-SCP3 (Abcam, #ab976672)

anti-Tubulin (Sigma, #T6074)

anti-WT1 (Novus Biologicals, #NB110-60011)

anti-ZBTB16 (Atlas antibodies, #HPA001499)

secondary antibodies:

anti-Rabbit-HRP (Thermo Fisher Scientific, # G21234)

anti-mouse-HRP (Thermo Fisher Scientific, # G21040)

anti-mouse conjugated with Alexa 488 (Thermo Fisher, # A21202)

anti-mouse conjugated with Alexa 594 (Thermo Fisher, # A-21203)

anti-rabbit conjugated with Alexa 488 (Thermo Fisher, # A-21206)

anti-rabbit conjugated with Alexa 594 (Thermo Fisher, # A21207)

### Validation

mouse anti-DDX4 (Abcam, cat# ab27591)

validation reference: <https://www.abcam.com/ddx4--mvh-antibody-mabcam27591-ab27591.html>

rabbit anti-DDX4 (Abcam, cat# ab13840)

validation reference: <https://www.abcam.com/ddx4--mvh-antibody-ab13840.html>

mouse anti-γH2AX (Milipore, cat# 05-636)

validation reference: [https://www.merckmillipore.com/CZ/cs/product/Anti-phospho-Histone-H2A.X-Ser139-Antibody-clone-JBW301,MM\\_NF-05-636?ReferrerURL=https%3A%2F%2Fwww.google.com%2F](https://www.merckmillipore.com/CZ/cs/product/Anti-phospho-Histone-H2A.X-Ser139-Antibody-clone-JBW301,MM_NF-05-636?ReferrerURL=https%3A%2F%2Fwww.google.com%2F)

rabbit anti-H3K9-me3 (cat# 07-442)

validation reference: [https://www.merckmillipore.com/CZ/cs/product/Anti-trimethyl-Histone-H3-Lys9-Antibody,MM\\_NF-07-442?ReferrerURL=https%3A%2F%2Fwww.google.com%2F&bd=1](https://www.merckmillipore.com/CZ/cs/product/Anti-trimethyl-Histone-H3-Lys9-Antibody,MM_NF-07-442?ReferrerURL=https%3A%2F%2Fwww.google.com%2F&bd=1)

rabbit anti-IAP GAG (gift from B.R. Cullen, Duke University Medical Center)

validation reference: doi: 10.1038/s41594-018-0058-0

rabbit anti-LINE1 ORF1p (gift from Dónal O'Carroll, University of Edinburgh)

validation reference: DOI:<https://doi.org/10.1016/j.molcel.2013.04.026>

rabbit anti-MOV10L1 (gift from P. Jeremy Wang, University of Pennsylvania)

validation reference: <https://doi.org/10.1073/pnas.1003953107>

mouse anti-SYCP3 (Abcam, cat# ab97672)

validation reference: <https://www.abcam.com/scp3-antibody-cor-10g117-ab97672.html>

mouse anti-Tubulin (Sigma cat# T6074)

validation reference: <https://www.sigmaaldrich.com/catalog/product/sigma/t6074?lang=en&region=CZ>

mouse anti-Tubulin (Abcam, cat# ab7750)

validation reference: <https://www.abcam.com/alpha-tubulin-antibody-tu-01-ab7750.html>

mouse anti-WT1 (Novus Biologicals, cat# NB110-60011)

validation reference: [https://www.novusbio.com/products/wt1-antibody-6f-h2\\_nb110-60011](https://www.novusbio.com/products/wt1-antibody-6f-h2_nb110-60011)

rabbit anti-ZBTB16 (Atlas antibodies, cat# HPA001499)

validation reference: <https://www.atlasantibodies.com/products/antibodies/primary-antibodies/triple-a-polyclonals/zbtb16-antibody-hpa001499/>

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Golden (Syrian) hamsters *Mesocricetus auratus*, males 0 to 102 weeks and females 10 to 52 weeks old.

### Wild animals

The study did not involve wild animals

Field-collected samples

The study did not involve samples collected in the field

Ethics oversight

Animal experiments were approved by the Animal Experimentation Committee at the RIKEN Tsukuba Institute (T2019-J004) and the Institutional Animal Use and Care Committee at the Institute of Molecular Genetics of the Czech Academy of Sciences (approvals no. 42/2016 and 70/2018).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Formation of spermatogonia and fertile oocytes in golden hamsters requires piRNAs
**Source:** Nat Cell Biol. 2021 Sep 6;23(9):992–1001. doi: 10.1038/s41556-021-00746-2

Figure 2g

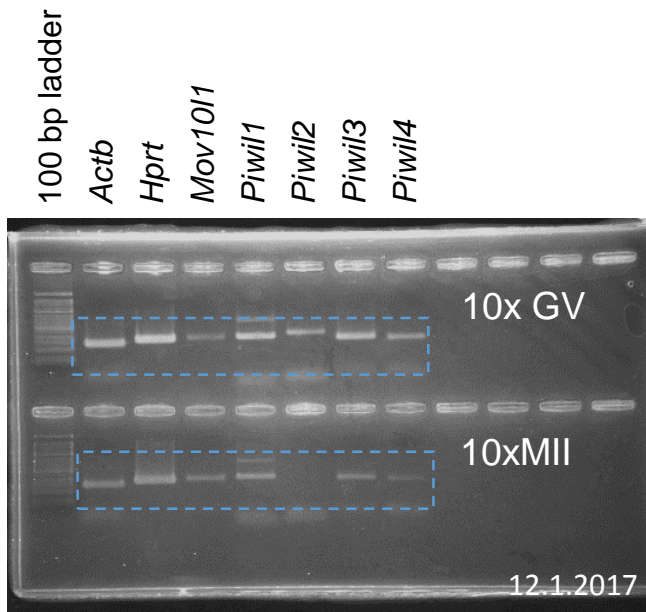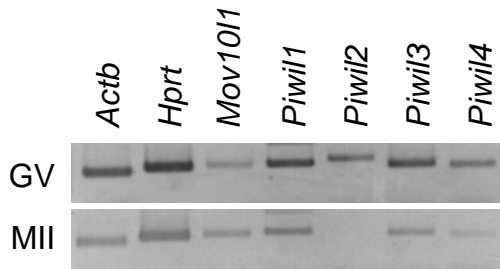

Figure 2g

*inverted grayscale  
was used for better  
band visibility*

Figure 2G

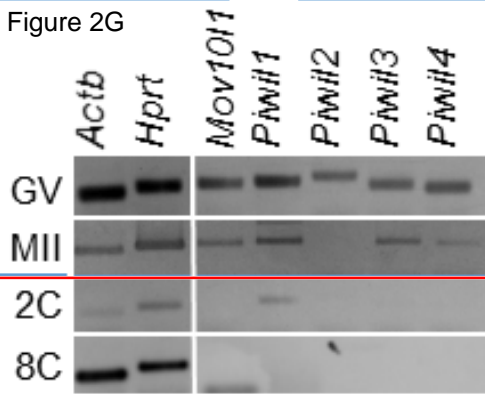

100 bp ladder  
Actb  
Hprt  
Mov10l1 F2/R2  
Mov10l1 E13/15  
Mov10l1 E20/21  
Piwil1  
Piwil2  
Piwil3  
Piwil4

*3 different primer pairs  
were used for  
detecting Mov10l1*

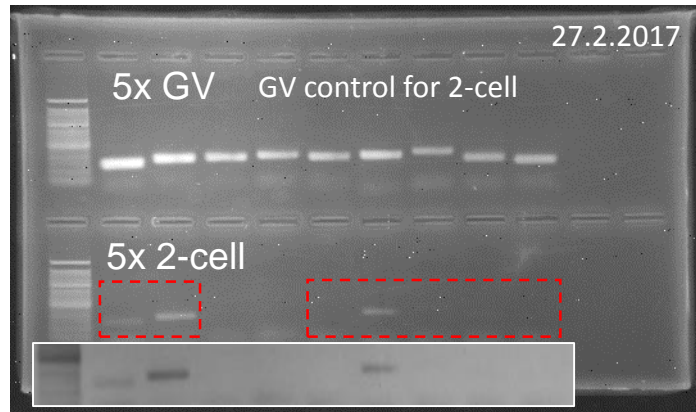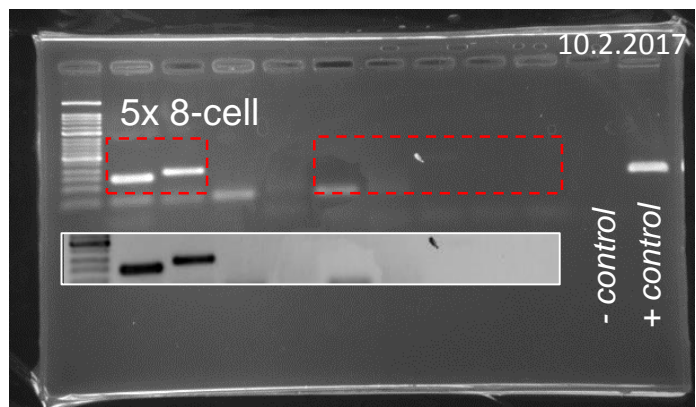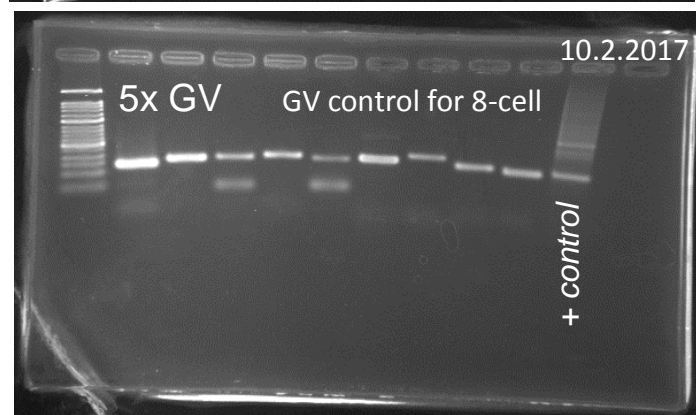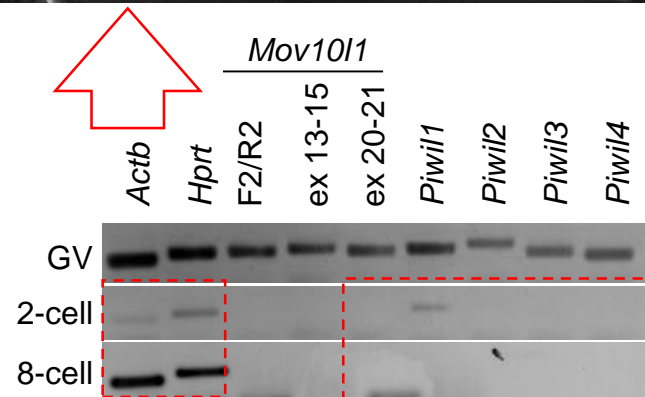

**Supplement:** Source Data Fig. 2 — Unprocessed gels.

How the deposited data were processed for this re-analysis (not part of the article)

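RNA-seq libraries of whole golden hamster testes were analysed, from *Mov10l1*+/+ and *Mov10l1*-/- animals at 0, 9, 13 and 21 d.p.p. and from adults. The 21 libraries were assigned to genotype, age and replicate from their labels and the paper's source data, never from their values. The 20 libraries that enter the main comparisons are 2 per genotype and age, as in the paper's source data at 9 d.p.p. Wild-type replicate 3 of 9 d.p.p., which the paper did not use, entered as an alternative and in each place where 5 libraries are named.

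The authors aligned the reads to MesAur1.0 with STAR and counted them over the exons of Ensembl genes with featureCounts, with multimapping reads and reads that overlap several genes counted as fractions. The authors deposited these estimated counts without normalization. Fractions spread reads of near-identical genes and of overlapping genes over several genes, so the counts of such genes are uncertain. Libraries of 13 d.p.p., 21 d.p.p. and adults are paired-end, and those of 0 and 9 d.p.p. single-end, so levels were compared between genotypes within an age. The smallest library, a wild type of 13 d.p.p., held 3550217 counts, and the largest, a wild type of 9 d.p.p., 77527451.

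The estimated counts were rounded to whole numbers. The table holds 22285 genes, named by identifier. None of the identifiers matched the reference annotation in hand, which is of another genome assembly, so symbols were taken from the paper's supplementary tables. These tables list DEGs of oocytes and of testes at 0 and 9 d.p.p., so nearly every gene with a symbol is one that the paper called. Symbols cover 1044 of the genes, and 1041 of the 17517 tested at any age. Each age was fitted alone with edgeR 4.0.16 in R 4.3.3, with TMM normalization, edgeR's filter on low counts and the quasi-likelihood test of the genotype, and p values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p below 0.01 were called. Printed standard errors are the log2 fold change, before edgeR's shrinkage, divided by the square root of the test's F value. CPM uses TMM-normalized library sizes. The interaction of genotype and age was fitted over the 8 libraries of 0 and 9 d.p.p. used by the paper. The alternatives, whose effect is given in the closing section, were DESeq2 1.42.0 with and without shrinkage of fold changes, RLE size factors, no filter on low counts, at least 10 counts in every library, the replicate number or the litter code as a block, joint fits of several ages, and other sets of the 9 d.p.p. libraries. Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Where a library was left out, 1 library remained in a group, so log2 fold changes of mean CPM plus 0.5 are given there, with no test. A group of libraries with at most 3 counts each was treated as at a floor, and its fold is given as a bound.

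The test was tried on simulated data in which 200 genes were changed. Every change was at least 2-fold and in a gene above a minimum mean count. With 2 libraries against 2, at the spread and totals of 9 d.p.p., edgeR called 191 of the 200 (95.5%) and 3 unchanged genes, over 15568 genes. DESeq2 called 171 and 3. With 3 libraries against 2 edgeR called 190 and 1, and with the 2 summed 186 and 0 over 16026 genes. At the spread and totals of 13 d.p.p. edgeR called 31 and 1 over 12994 genes, and with the replicate number as a block 0 and 0. The interaction test called 159 and 2 over 16773 genes. All genes had one spread in these simulations. With a spread that differed between genes, as estimated at 9 d.p.p., edgeR called 120 and 2 with 3 libraries against 2, over 15740 genes, and 85 and 1 with the 2 summed, over 16017 genes.

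The text names genes by a rule that was fixed in advance. It takes every gene the paper names or plots for testis expression, the unnamed gene among the 3 most upregulated in Supplementary Table 7, and at each age the 3 genes called higher and the 3 called lower with the largest change. These last genes have a symbol, a mean of at least 1 CPM in one genotype, and every library of one genotype beyond every library of the other. The rule gave 43 genes. *Kcna1*, *Dnmt3l*, *Acsbg3*, *Dmrtb1*, *Pld6*, *Spocd1*, *Tdrd12*, *Tdrd6*, *Tdrkh* and *Wt1*, which the paper also names, have no identifier in the tables in hand and are not analysed here. Gene positions are those of the paper's tables on MesAur1.0.

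Replicate numbers do not pair the libraries of 0 d.p.p., 9 d.p.p. and adults. At 13 d.p.p. each number marks one litter code that holds both genotypes, and the correlation of same-numbered libraries' deviations was 0.23 there. At 21 d.p.p. wild-type replicate 2 and *Mov10l1*-/- replicate 1 share a litter code.

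Protein-coding genes alone and a limit on FPKM were not tried, because gene types and lengths were not in hand. Lists of cell-type markers were not tested, because none of the 11 lists had an identifier for 80% of its members. Coverage lay between 0 and 68.8%. The overlap of genes called higher with piRNA clusters was void, because positions were in hand for under 80% of the tested genes. It was replaced by the overlap for the genes that the paper lists. This replacement, the alternatives for the interaction and for the shares below 2-fold, DESeq2 on all 5 libraries, the replicate block for named genes of 13 d.p.p., the ranking of the most upregulated genes and all tests of explanations were chosen after the data were seen. Small RNA libraries and oocyte libraries were not analysed here.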

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

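All tests of explanations in this part were chosen after the results were seen.

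The effect of the genotype differed between 0 and 9 d.p.p. for 730 genes in edgeR's interaction test. Of the 43 genes named by rule, 24 were among them. The log2 fold change at 9 d.p.p. less that at 0 d.p.p. was -3.64 for *Tmem59l*, -3.31 for *Cxcl13*, -2.82 for *Rnf17*, -2.71 for *Ddx25*, -2.60 for *Hormad1*, -2.45 for *Dazl*, -2.16 for *Piwil1*, -2.08 for *Henmt1*, -2.03 for *Sall4*, -1.88 for *Mov10l1*, -1.78 for *Ddx4*, -1.74 for *Nxt2*, -1.62 for *Mael*, -1.46 for *Tdrd9*, -1.39 for *Tdrd1*, -1.26 for *Sohlh1*, -1.25 for *Piwil2*, -1.22 for *Tex15* and -1.15 for *Zbtb16*. It was 3.44 for *Kif5c*, 2.31 for *Ptchd3*, 2.20 for *Lypd6b*, 1.45 for *Fabp3* and 0.83 for *Vdr*. Including wild-type replicate 3 of 9 d.p.p., 14 of the 24 still passed, and *Mov10l1*, *Sohlh1*, *Piwil2*, *Zbtb16*, *Cxcl13*, *Fabp3*, *Tmem59l*, *Nxt2*, *Ptchd3* and *Hormad1* did not. Changes shared by both ages that the test at 0 d.p.p. missed would put the genes called at 9 d.p.p. in the same direction at 0 d.p.p. more often than random genes. Of the genes called lower at 9 d.p.p. 33.5% were lower at 0 d.p.p., against a mean of 46.8% in 10000 random lists. Of those called higher 36.0% were higher, against 52.4%. Over all called genes this argues against shared changes as the main cause. Where wild-type replicate 3 of 9 d.p.p. lay past the midpoint from wild-type replicates 1 and 2 toward the knockout, the shares were 24.8% and 19.6%. For the other genes they were 41.1% (265 called lower) and 55.0% (40 called higher). For these 40 genes the share does not argue against shared changes. Some decreases were shared all the same. At both ages 12 genes were called lower, against 4.38 by chance, 41 with DESeq2, against 14.2, and 92 at an adjusted p below 0.05, against 48.6 (Fisher's exact test, p = 1.3e-09). Increases were shared by 4 genes, against 0.857 by chance (Fisher's exact test, p = 0.0107), and at an adjusted p below 0.05 by 22, against 25.9 (Fisher's exact test, p = 0.474), which leaves shared increases open. Litter codes differ between the genotypes at 0 d.p.p. and in the paper's libraries of 9 d.p.p., so a difference between litters stays open, as does a difference between the ages in what the loss of piRNAs does, which was not tested apart from it.

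*Kif5c* and *Dazl* were called in opposite directions at the 2 ages. For *Kif5c* the position of wild-type replicate 3 of 9 d.p.p., on a scale from wild-type replicates 1 and 2 at 0 to the knockout at 1, was 0.916. This library shares its litter code with the *Mov10l1*-/- animal. At 13 d.p.p. *Kif5c* was at 129 CPM (wild type) and 174 CPM (knockout) in one litter code. In the other litter code it was at 31.5 and 24.2 CPM, so it differed more between litter codes than between genotypes there. For *Kif5c* at 9 d.p.p. an effect of the genotype and a difference between litters or animals cannot be told apart, since 1 wild-type library of that litter code was sequenced.

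Wild-type replicate 3 of 9 d.p.p., which the paper did not use, lay past the midpoint toward the knockout for 46 of the 87 genes called higher (52.9%) and 230 of the 496 called lower (46.4%). In 10 simulations without any difference between the wild-type libraries the means were 9.02% and 7.00%, and the highest 11.0% and 8.97%. These simulations took every fitted difference between the genotypes as real and called more genes, on average 741 higher and 1367 lower. Their shares may therefore be too low a reference for the genes called here. Across 15569 genes, Spearman's rho between this library's deviation and the change in the knockout, both from wild-type replicates 1 and 2, was 0.55, against 0.38 for simulated unchanged groups. Differences between litters or animals are therefore a candidate explanation for part of the calls. At 13 d.p.p., where each litter code holds both genotypes, 89.3% of the genes called lower at 9 d.p.p. and 80.6% of those called higher moved the same way, against means of 54.4% and 53.1% in random lists. Where wild-type replicate 3 lay past the midpoint the shares were 89.6% and 85.4%, and for the other genes 89.0% and 71.4%. The paper reports very few spermatogonia in knockout testes at 13 d.p.p. Such a change in cell content can move genes whatever changed them at 9 d.p.p. This comparison therefore cannot tell whether litters or animals are the whole cause. An earlier stage of development in this animal was also weighed. Of the genes called lower with wild-type replicate 3 past the midpoint, 37.9% were higher in wild-type testes at 13 than at 0 d.p.p. This share was 12.3% for those short of the midpoint and 31.2% for all tested genes. Across 13162 genes, Spearman's rho between this library's deviation and the wild-type change from 0 to 13 d.p.p. was 0.12, where an earlier stage would give a negative value. For wild-type replicate 1 less replicate 2, which share a litter code, it was -0.16. Genes are not independent replicates, and reads were single-end at 0 d.p.p. and paired-end at 13 d.p.p. Stage and litter cannot be told apart with 1 such library.

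*Mov10l1* itself was lower in wild-type replicate 3 than in the other wild-type libraries of 9 d.p.p., by -0.87 on the log2 scale. At 19.4 CPM it was 13.0-fold above the higher *Mov10l1*-/- library, which argues against a knockout animal labelled as wild type. Of 4821 genes at a similar level, 23 (0.477%) fell as far in this library. The wild-type libraries of 0 d.p.p. differed by -0.76 on the same scale, so a heterozygous animal and the spread between animals cannot be told apart.

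At 13 d.p.p., an age at which the paper's text reports no test of single genes, 16 genes were called lower and 0 higher in *Mov10l1*-/- testes, with 1343 genes at an unadjusted p below 0.05. With the replicate number, which marks the litter code at this age, as a block, 458 genes were called lower and 19 higher, with 2204 at an unadjusted p below 0.05. The common coefficient of biological variation was 0.289 without the block and 0.265 with it. The blocked fit has 1 residual degree of freedom, and edgeR took the spread of each gene from all genes there, so its p values rest on that common spread. *Sohlh1* had a log2 fold change of -8.37 and *Sall4* of -6.37, and *Nxt2* was at least 61.2-fold lower. Fewer counts alone do not account for the small number without the block. The 9 d.p.p. libraries thinned to the totals of 13 d.p.p. still gave at least 253 genes called lower in each of 3 draws. Their common coefficient of biological variation was 0.0789 before thinning, against 0.289, so fewer counts together with a larger spread stay open. For the fit without the block, the spread between libraries is a candidate explanation. At the totals of 13 d.p.p. and its common spread for all genes, that fit called 15.5% of simulated changed genes, and the blocked fit called 0 of the 200. Pearson's r of log2 CPM between the replicates was 0.912 in the wild type and 0.983 in the knockout.

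At 21 d.p.p. and in adults, ages at which the paper's text also reports no such test, the calls were many. At 21 d.p.p. 2535 genes were higher and 3102 lower, and in adults 5855 and 5865. *Hormad1* fell from 222 to 0.139 CPM at 21 d.p.p., and *Lypd9* was at least 81.3-fold lower. *Vdr* had a log2 fold change of 3.66 there. In adults *Odf1* fell from 1878 to 0.447 CPM, *Gm11992* was at least 391-fold lower, and *Cyp27a1* had a log2 fold change of 4.97. A few genes that take most of the counts do not account for the calls. Without the 10 most abundant genes, which held 43.1% and 30.5% of the counts, 5556 of the 5637 calls at 21 d.p.p. and 11523 of the 11720 in adults were shared with the full table. The median log2 fold change of all genes in adults was 0.14 with TMM and -0.06 with RLE size factors, so small changes there depend on the scaling. Loss of germ cells, which the paper reports, and a different share of each cell type stay open, since marker lists could not be tested. The adults also differ in age.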

How the results depend on the processing

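The alternatives were chosen before the data were examined, except those for the interaction and for the shares below 2-fold, DESeq2 on all 5 libraries, the replicate block for named genes of 13 d.p.p. and the piRNA clusters of listed genes, which were chosen after the data were seen. Unless a cause is named, the cause of a change was not tested.

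In adults, every alternative for the numbers of genes called higher and lower (RLE size factors, DESeq2, no filter on low counts, at least 10 counts in every library, the replicate block and the joint fit) left them within 1.5 times the main numbers. At 21 d.p.p. this held for every alternative but the removal of the filter on low counts, which called 4357 genes higher, and it held with the shared litter code as a block, with 3687 higher and 3932 lower. With RLE size factors the numbers at 0 and 9 d.p.p. stayed within 1.5 times, and 25 genes were lower at 13 d.p.p. With at least 10 counts in every library 4 were lower at 13 d.p.p., *Bend4*, *Map3k15*, *Slc25a31* and ENSMAUG00000012619, named after their values were seen, with 1011 genes at an unadjusted p below 0.05.

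DESeq2 called 358 higher and 338 lower at 0 d.p.p., 354 higher at 9 d.p.p. and 267 lower at 13 d.p.p. With its calls 7 genes were higher and 41 lower at both 0 and 9 d.p.p. Without the filter on low counts edgeR called 724 higher and 597 lower at 0 d.p.p., 478 higher and 1190 lower at 9 d.p.p. and 3 higher and 428 lower at 13 d.p.p. Those higher at 13 d.p.p. were ENSMAUG00000006065, ENSMAUG00000015290 and ENSMAUG00000016749, named after their values were seen. The interaction then held for 1417 genes. In the fit of the 8 libraries of 0 and 9 d.p.p. 280 genes were lower at 0 d.p.p. and 53 higher at 9 d.p.p. In the fit of the 12 libraries of 13 d.p.p., 21 d.p.p. and adults 1 gene (ENSMAUG00000016749) was higher and 341 were lower at 13 d.p.p.

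With the replicate block edgeR called 727 higher and 667 lower at 0 d.p.p., 139 higher at 9 d.p.p. and 19 higher and 458 lower at 13 d.p.p. The numbers mark a shared litter code only at 13 d.p.p., so elsewhere the block joins animals of different litter codes. Of the named genes at 13 d.p.p., 15 of 30 newly passed with the block, *Mov10l1* included, and the other 15 kept their side of the threshold. None of the 30 changed direction. Same-numbered libraries' deviations from their group means correlated across genes at 0.23 at 13 d.p.p., 0.08 at 0 d.p.p., -0.17 at 9 d.p.p., -0.32 at 21 d.p.p. and 0.14 in adults. Genes are not independent replicates.

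All 5 libraries gave 9 higher and 54 lower, and DESeq2 on them 73 higher and 431 lower. At both 0 and 9 d.p.p. 1 gene was then higher and 2 were lower, and 246 genes had an interaction. Without wild-type replicate 1 the other 4 libraries gave 1 higher and 5 lower, with 2749 genes at an unadjusted p below 0.05. The called genes were *Lypd6b* and, lower, *Ddx25*, *Mael*, *Rnf17*, *Tdrd1* and *Gpr153*, the last named after its values were seen. Without wild-type replicate 2 they gave 0 higher and 3 lower (*Ddx25*, *Ddx4* and *Piwil2*), with 2943 at an unadjusted p below 0.05. With the *Mov10l1*-/- libraries summed, which leaves 1 library in that group, there were 0 higher and 0 lower and 1525 at an unadjusted p below 0.05. Of the named genes at 9 d.p.p., 17 of 37 no longer passed with all 5 libraries, 23 of 36 without wild-type replicate 1, 25 of 36 without replicate 2 and 28 of 37 with the sum. None of these changed direction. With DESeq2, 69 of 78 results of named genes at 0 and 9 d.p.p. kept their side of the threshold, *Lypd9* at 9 d.p.p. no longer passed it, and 8 newly passed it.

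With an adjusted p below 0.05, 22 genes were higher and 92 lower at both 0 and 9 d.p.p., as a looser threshold calls more genes. Spearman's rho of the fold changes was -0.23 over genes with at least 10 CPM. The share of genes called higher at 9 d.p.p. that rose by less than 2-fold was 90.4% with DESeq2, 99.2% with its shrinkage and 0% with all 5 libraries. For genes called lower it was 50.0%, 93.7% and 18.5%. Of the genes that the paper lists as higher at 9 d.p.p. 0.495% overlapped a piRNA cluster above 10 RPKM, against 0.188% of those listed as lower. With an overlap of at least 1000 bases the shares were 2.48% and 2.64%, which reversed the direction.

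Leaving out each library in turn kept the direction in 719 of 740 log2 fold changes of named genes and reversed it in 21, on a scale of CPM plus 0.5. The ranges that crossed 0 were, at 0 d.p.p., from -0.057 to 0.38 for *Sohlh1*, from -0.096 to 0.30 for *Ddx4*, from -0.18 to 0.069 for *Tdrd1*, from -0.38 to 0.43 for *Tmem59l*, from -0.32 to 0.44 for *Msln*, from -0.068 to 0.58 for *Nxt2*, from -0.22 to 0.0021 for *Reep1*, from -0.051 to 0.15 for *Pcyt1b* and from -0.80 to 0.37 for *Vipr2*. At 9 d.p.p. the range was from -0.019 to 0.40 for *Cxcl13*. At 13 d.p.p. they were from -1.38 to 1.44 for *Kif5c*, from -0.93 to 0.37 for ENSMAUG00000016216, from -1.34 to 2.12 for *Ptchd3* and from -0.59 to 0.34 for *Vipr2*, and in adults from -0.46 to 0.17 for *Sohlh1*. For the wild-type levels of the Fig. 1a genes, CPM from library totals alone moved 7 of 55 means by more than the spread between replicates.

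Protein-coding genes alone, a limit on FPKM, and the tests of marker lists with their alternatives were not run.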

Differences from the paper's values

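At 9 d.p.p. edgeR called 583 genes against the paper's 935. The alternatives set before the data were examined that closed this gap were 1064 with DESeq2 and 754 with the replicate block. Those that did not were 566 with RLE size factors, 1668 with no filter on low counts, 545 with at least 10 counts in every library, 413 with the fit of 8 libraries, 63 with all 5 libraries, 6 with the 5 libraries without wild-type replicate 1, 3 with the 5 libraries without wild-type replicate 2 and 0 with the summed knockout libraries. It called 87 genes higher against the paper's 404. The gap closed at 354 with DESeq2 and 478 with no filter on low counts. It did not close at 90 with RLE size factors, 62 with at least 10 counts in every library, 139 with the replicate block, 53 with the fit of 8 libraries, 9 with all 5 libraries, 1 with the 5 libraries without wild-type replicate 1, 0 with the 5 libraries without wild-type replicate 2 and 0 with the summed knockout libraries. DESeq2 on all 5 libraries, chosen after seeing the values, gave 504 genes in all and 73 higher.

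The paper's log2 fold changes of 9 d.p.p. come from Supplementary Table 7. A gap counts as closed where the values differ by less than the larger error, which changes with the libraries used. For *Tex15* edgeR's log2 fold change was -1.05 against the paper's -0.95, and every one of DESeq2, all 5 libraries, the 5 libraries without wild-type replicate 1, the 5 libraries without wild-type replicate 2, the summed knockout libraries and DESeq2's shrunken fold changes closed the gap. Log2 fold changes of edgeR were -1.11 against the paper's -0.89 for *Sohlh1*, -1.24 against the paper's -1.01 for *Tdrd9*, -1.41 against the paper's -1.12 for *Zbtb16*, -1.13 against the paper's -0.92 for *Sycp3*, 1.98 against the paper's 1.47 for ENSMAUG00000016216, 1.13 against the paper's 0.61 for *Fabp3*, -1.47 against the paper's -1.07 for *Nxt2*, -1.69 against the paper's -1.43 for *Sall4*, -1.33 against the paper's -0.87 for *Hormad1* and -1.07 against the paper's -0.56 for *Vipr2*. In these genes the gap closed with all 5 libraries, the 5 libraries without wild-type replicate 1, the 5 libraries without wild-type replicate 2 and the summed knockout libraries, and did not with DESeq2 and DESeq2's shrunken fold changes. For *Dazl* edgeR's log2 fold change was -1.64 against the paper's -1.40, and the gap closed with all 5 libraries, the 5 libraries without wild-type replicate 1 and the summed knockout libraries, and did not with DESeq2, the 5 libraries without wild-type replicate 2 and DESeq2's shrunken fold changes. Log2 fold changes of edgeR were -1.37 against the paper's -1.20 for *Mael* and -2.18 against the paper's -1.89 for *Rnf17*. In these genes the gap closed with the 5 libraries without wild-type replicate 1, the 5 libraries without wild-type replicate 2 and the summed knockout libraries, and did not with DESeq2, all 5 libraries and DESeq2's shrunken fold changes. For *Piwil1* edgeR's log2 fold change was -1.95 against the paper's -1.40, and the gap closed with the 5 libraries without wild-type replicate 1, and did not with DESeq2, all 5 libraries, the 5 libraries without wild-type replicate 2, the summed knockout libraries and DESeq2's shrunken fold changes. Log2 fold changes of edgeR were -4.61 against the paper's -3.85 for *Mov10l1*, -2.04 against the paper's -1.67 for *Ddx25*, -1.71 against the paper's -1.43 for *Ddx4*, 2.76 against the paper's 1.78 for *Lypd6b*, -1.16 against the paper's -0.66 for *Henmt1*, -1.77 against the paper's -1.50 for *Piwil2*, -1.68 against the paper's -1.19 for *Piwil4*, -1.47 against the paper's -1.29 for *Tdrd1*, -3.56 against the paper's -1.95 for *Tmem59l*, -3.49 against the paper's -1.04 for *Msln* and -1.97 against the paper's -0.48 for *Lypd9*. In these genes none of the alternatives (DESeq2, all 5 libraries, the 5 libraries without wild-type replicate 1, the 5 libraries without wild-type replicate 2, the summed knockout libraries and DESeq2's shrunken fold changes) closed the gap.

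The paper's log2 fold changes of 0 d.p.p. come from Supplementary Table 8, used here in a partial copy. Log2 fold changes of edgeR were 0.83 against the paper's 0.64 for *Dazl*, 3.70 against the paper's 0.86 for *Cxcl13*, -3.95 against the paper's -0.44 for *CUNH2orf54*, 1.19 against the paper's 0.70 for *Ptchd3*, -2.86 against the paper's -0.46 for *Gm11992* and -1.14 against the paper's -0.72 for *Fam217a*. In these genes the gap closed with DESeq2's shrunken fold changes, and did not with DESeq2. Log2 fold changes of edgeR were 4.02 against the paper's 0.58 for *Satl1*, 3.03 against the paper's 1.31 for *Cdh9*, -4.16 against the paper's -0.31 for *Acsm3*, -3.96 against the paper's -0.58 for *Plg*, -1.67 against the paper's -0.65 for *Cyp27a1* and -3.68 against the paper's -0.59 for *Odf1*. In these genes none of the alternatives (DESeq2 and DESeq2's shrunken fold changes) closed the gap.

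Across the genes of Supplementary Table 7, Pearson's r with the paper's log2 fold changes was 0.995 for DESeq2's shrunken fold changes, 0.960 for edgeR and 0.959 for DESeq2 without shrinkage, a comparison chosen after seeing the values. Genes are not independent replicates.

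The paper places *Lypd6b* and *Kif5c* among the 3 most upregulated genes of 9 d.p.p. By edgeR's log2 fold change they ranked 19 and 32 among the 87 genes called higher, and by DESeq2's 18 and 31 of 354. Among the called genes with a mean of at least 1 CPM in either genotype they ranked 5 and 15 of 70 in edgeR and 5 and 17 of 340 in DESeq2. The lowest FPKM of a gene's higher genotype in Supplementary Table 7 is the paper's 1.01, against the paper's 0.116 in the partial copy of Supplementary Table 8, and Fig. 6a of the paper shows protein-coding genes. Neither limit could be applied to the rankings here. With DESeq2's shrunken fold changes they ranked 1 and 3. With all 5 libraries *Lypd6b* ranked 7 of 9 and *Kif5c* was not called. These rankings were made after seeing the values.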

Other observations

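All comparisons in this part were chosen after the results were seen. Those of listed genes rest on the paper's lists.

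More genes changed in opposite directions at 0 and 9 d.p.p. than by chance. Of the 15256 genes tested at both ages, 44 were called higher at 0 d.p.p. and lower at 9 d.p.p., *Dazl* included, against 4.93 by chance (Fisher's exact test, two-sided, odds ratio 13.2, p = 7.1e-30). Another 5 were called lower at 0 d.p.p. and higher at 9 d.p.p., against 0.761 by chance (Fisher's exact test, odds ratio 7.14, p = 9.9e-04). These were *Kif5c* and, named after their values were seen, *Ddit4*, *Tp53inp2*, ENSMAUG00000010375 and ENSMAUG00000014940. Genes are not independent of each other, so these p values are too small if genes change together. Litter code and genotype are confounded at 0 d.p.p. No biological explanation was tested.

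Of the 404 genes that the paper lists as higher at 9 d.p.p., 31 (7.67%) overlap a 9 d.p.p. piRNA cluster of Supplementary Table 1. Of the 531 listed as lower, 19 (3.58%) do (Fisher's exact test, two-sided, p = 0.00776). With 5000 bases added on each side of a gene the shares were 8.91% and 4.90% (Fisher's exact test, p = 0.0168). Above 10 RPKM the counts were 2 and 1 genes (Fisher's exact test, p = 0.581). With an overlap of at least 1000 bases they were 10 and 14 (Fisher's exact test, p = 1.00). Gene length was not matched in these tests. No cluster of that table overlaps *Kif5c* or *Lypd6b* at the positions of the paper's tables, so these genes are not among the 31, although Fig. 6e of the paper marks piRNAs from the *Kif5c* 3′ UTR. Of the table's 1552 clusters, 1 lies between the 2 genes, from 10250001 to 10258000 on scaffold KB708143.1.

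In wild-type testes, *Piwil4* was at 484 ± 25.0 CPM (SD, n = 2) at 0 d.p.p., 18.9 ± 13.3 CPM (SD, n = 3) at 9 d.p.p. and 2.52 ± 0.206 CPM (SD, n = 2) in adults. *Piwil1* was at 15.3 ± 3.42 CPM at 0 d.p.p. and lower at 9 and 13 d.p.p., at 5.97 ± 1.51 and 6.93 ± 2.22 CPM. It was at 256 ± 144 CPM at 21 d.p.p. and 367 ± 4.30 CPM in adults. *Piwil2* was at 208 ± 21.9, 29.8 ± 5.03 and 32.6 ± 13.2 CPM at 0, 9 and 13 d.p.p. It was at 156 ± 32.4 CPM at 21 d.p.p. and 95.3 ± 7.38 CPM in adults. *Piwil3* was highest at 0 d.p.p. among the 5 ages, at 1.08 ± 0.465 CPM. Reads were single-end at 0 and 9 d.p.p. and paired-end at the other ages, and no test between ages was made.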
